# Liver type 1 innate lymphoid cells lacking IL-7 receptor are a native killer cell subset fostered by parenchymal niches

**DOI:** 10.7554/eLife.84209

**Published:** 2023-06-22

**Authors:** Takuma Asahi, Shinya Abe, Guangwei Cui, Akihiro Shimba, Tsukasa Nabekura, Hitoshi Miyachi, Satsuki Kitano, Keizo Ohira, Johannes M Dijkstra, Masaki Miyazaki, Akira Shibuya, Hiroshi Ohno, Koichi Ikuta

**Keywords:** ILC1s, NK cells, Interleukin 15, development, niche, cytotoxicity, Mouse

## Abstract

Group 1 innate lymphoid cells (G1-ILCs), including circulating natural killer (NK) cells and tissue-resident type 1 ILCs (ILC1s), are innate immune sentinels critical for responses against infection and cancer. In contrast to relatively uniform NK cells through the body, diverse ILC1 subsets have been characterized across and within tissues in mice, but their developmental and functional heterogeneity remain unsolved. Here, using multimodal in vivo approaches including fate-mapping and targeting of the interleukin 15 (IL-15)-producing microenvironment, we demonstrate that liver parenchymal niches support the development of a cytotoxic ILC1 subset lacking IL-7 receptor (7 R^−^ ILC1s). During ontogeny, fetal liver (FL) G1-ILCs arise perivascularly and then differentiate into 7 R^−^ ILC1s within sinusoids. Hepatocyte-derived IL-15 supports parenchymal development of FL G1-ILCs to maintain adult pool of 7 R^−^ ILC1s. IL-7R^+^ (7R^+^) ILC1s in the liver, candidate precursors for 7 R^−^ ILC1s, are not essential for 7 R^−^ ILC1 development in physiological conditions. Functionally, 7 R^−^ ILC1s exhibit killing activity at steady state through granzyme B expression, which is underpinned by constitutive mTOR activity, unlike NK cells with exogenous stimulation-dependent cytotoxicity. Our study reveals the unique ontogeny and functions of liver-specific ILC1s, providing a detailed interpretation of ILC1 heterogeneity.

## Introduction

Group 1 innate lymphoid cells (G1-ILCs) are innate immune cells contributing to surveillance of intracellular infections and tumors. G1-ILCs comprise two subtypes: natural killer (NK) cells and type 1 ILCs (ILC1s), that share fundamental features such as NK1.1^+^NKp46^+^ phenotype, expression of T-bet, and IFN-γ production (Jacquelot et al., 2022; Stokic-Trtica et al., 2020; Vivier et al., 2018). In contrast, mouse ILC1s can be distinguished from NK cells by their CD49a^+^CD49b^−^ phenotype, strict tissue-residency, and Eomes-independence (Daussy et al., 2014; Gasteiger et al., 2015; Peng et al., 2013; Sojka et al., 2014). Additionally, ILC1s and NK cells are developmentally different in general, as confirmed by the fact that ILC progenitors (ILCPs) expressing PLZF and/or PD-1 as well as liver-resident Lin^–^Sca-1^+^Mac-1^+^ (LSM) and Lin^–^CD49a^+^CD122^+^ ILC1 precursors preferentially differentiate into ILC1s more than NK cells (Bai et al., 2021; Constantinides et al., 2015; Constantinides et al., 2014; Yu et al., 2016).

Functional differences between NK cells and ILC1s have also been recognized, though some confusion remains, particularly in cytotoxicity. In mice, NK cells are traditionally considered as more cytotoxic than ILC1s (Vivier et al., 2018), although this view has been questioned recently (Dadi et al., 2016; Kansler et al., 2022; Krabbendam et al., 2021; Nixon et al., 2022; Yomogida et al., 2021). Indeed, murine NK cells show low expression of cytotoxic molecules and only minimal cytotoxicity in their steady state (Fehniger et al., 2007). The cytotoxicity of NK cells requires the mTOR-dependent metabolic reprogramming mediated by cytokine signaling such as IL-15 or by NK receptor engagement (Marçais et al., 2014; Nandagopal et al., 2014), but whether such cytotoxic machinery also exists in ILC1s is unclear. By contrast, ILC1s can immediately respond and produce IFN-γ during liver injury (Nabekura et al., 2020) and virus infection (Weizman et al., 2017), highlighting the unique roles of ILC1s in the ignition of type 1 immunity in tissues. Thus, examining the development, function, and heterogeneity of ILC1s could lead to further understanding of local immune regulation and novel therapeutic strategies.

Recent high-resolution analysis has uncovered ILC1 heterogeneity and development. Liver ILC1s are separated into IL-7R-negative (7 R^−^) and -positive (7R^+^) subsets (Friedrich et al., 2021; Sparano et al., 2022; Yomogida et al., 2021). G1-ILCs in the fetal liver (FL) are identified as precursors of ILC1s (Chen et al., 2022; Sparano et al., 2022), especially of Ly-49E^+^ ILC1s that are included in 7 R^−^ ILC1s (Chen et al., 2022). In addition, 7R^+^ ILC1s in the liver, salivary glands (SG), and small intestines can give rise to 7 R^−^ ILC1s in response to cytokines and inflammations (Friedrich et al., 2021), suggesting that 7R^+^ ILC1s are also potential precursors for 7 R^−^ ILC1s. However, several reports have suggested different models. In ILC1-related inflammation models reported so far, including contact hypersensitivity, MCMV infection, and liver injury, ILC1s with high cytokine receptors (IL-7R, IL-18R, and/or CD25) are induced and accumulate in the liver (Nabekura et al., 2020; Wang et al., 2018; Weizman et al., 2019). Furthermore, an organ-wide single-cell RNA sequencing (scRNA-seq) analysis reveals that liver 7 R^−^ ILC1s represent a unique population distinct from SG and small intestines (McFarland et al., 2021), suggesting the absence of universal differentiation programs of ILC1s conserved across tissues. Thus, concepts of ILC1 heterogeneity and development are still controversial.

Additionally, environmental factors regulating ILC1 development are poorly understood. Accumulating evidence has shown that development and maintenance of ILCs are strictly associated with their resident tissue microenvironment, called niche (Ikuta et al., 2021; McFarland and Colonna, 2020; Murphy et al., 2022). G1-ILC homeostasis heavily depends on interleukin 15 (IL-15), that is transpresented from hematopoietic and stromal cells as an IL-15/IL-15Rα complex to locally promote the development, survival, and proliferation of memory CD8 T cells, NKT cells, and G1-ILCs in various tissues (Ikuta et al., 2021; Klose et al., 2014; Lodolce et al., 1998). However, how tissue environment regulates ILC1 homeostasis and whether specific niches control the formation of ILC1 heterogeneity are yet to be characterized.

Based on fate-mapping, transfer studies, and targeting of the IL-15-producing microenvironment, we have addressed the developmental processes of heterogenous ILC1 subsets. Adult liver (AL) 7R^+^ ILC1s are not converted to 7 R^−^ ILC1s in vivo and RORα deficiency results in selective reduction of 7R^+^ ILC1s, suggesting that 7R^+^ ILC1s are not necessary for the development of 7 R^−^ ILC1s. FL G1-ILCs originate from perivascular sites of the liver and then infiltrate into sinusoids to give rise to AL 7 R^−^ ILC1s. Hepatocyte-derived IL-15 supports FL G1-ILCs development in parenchyma, thereby maintaining mature 7 R^−^ ILC1s in sinusoids. Functionally, 7 R^−^ ILC1s exert inflammation-independent cytotoxicity through granzyme B expression, which is underpinned by their tonic mTOR activity. Our findings reveal that 7 R^−^ ILC1s represent an ILC subset with unique developmental processes and unconventional native cytotoxicity distinct from NK cells and 7R^+^ ILC1s.

## Results

### Fetal and adult liver contain bona fide ILC1s lacking IL-7R

To characterize and make the relationships among fetal and adult G1-ILCs clear, we first assessed their expression of NK- and ILC-signature molecules. FL G1-ILCs, adult tissue ILC1s, and NK cells were identified as CD49a^+^CD49b^int^, CD49a^+^CD49b^lo^, and CD49a^−^CD49b^+^ populations within G1-ILCs, respectively (Figure 1A). FL G1-ILCs highly expressed CXCR6, TRAIL, and CD200R, resembling adult tissue ILC1s, though they completely lacked IL-7R expression (Figure 1B and C). AL contains both IL-7R-negative (7 R^−^) and -positive (7R^+^) ILC1s (Figure 1C), as reported previously (Friedrich et al., 2021; Sparano et al., 2022; Yomogida et al., 2021). In contrast, CD49a^+^CD49b^lo^ ILC1s in bone marrow (BM), corresponding to previously reported immature ILC1s (iILC1s) that have ability to give rise to liver ILC1s (Klose et al., 2014), were mostly IL-7R^+^, similar to other tissues including the spleen, mesenteric lymph nodes, peritoneal cavity, and small intestines (Figure 1C and D). Despite the differential IL-7R expression, the frequencies and numbers of AL 7 R^−^ and 7R^+^ ILC1s were not reduced in *Il7*^–/–^ mice (Figure 1—figure supplement 1A and B), consistent with the basic property of G1-ILCs of being IL-7-independent (Klose et al., 2014; Robinette et al., 2017).

**Figure 1.**
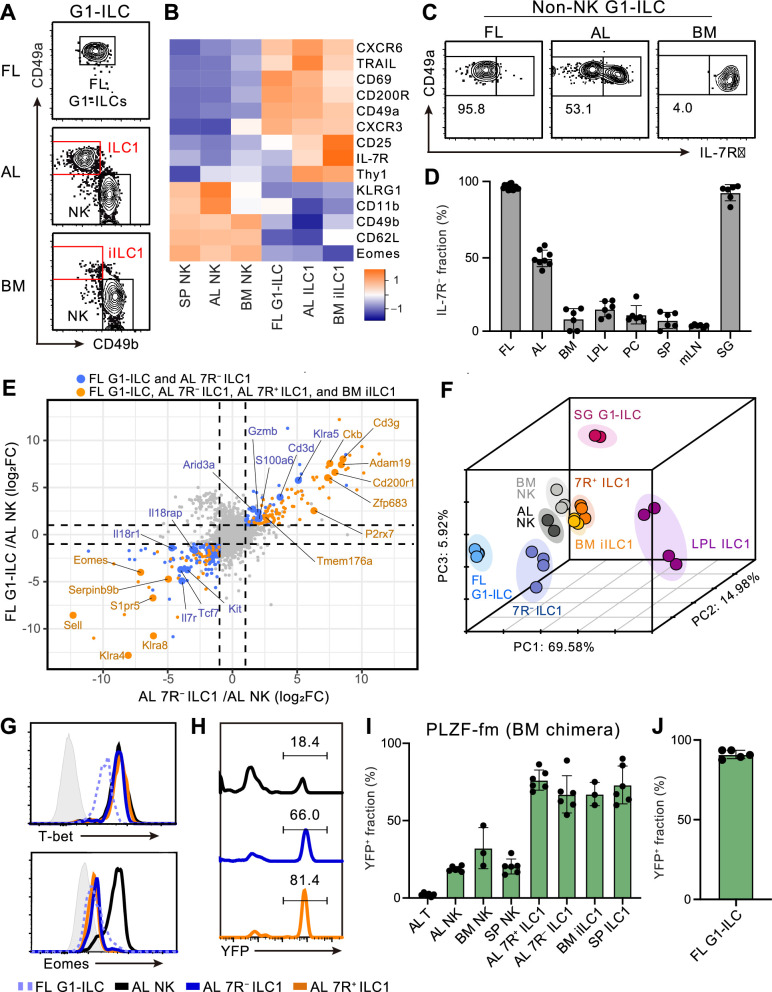
Fetal and adult liver contain bona fide ILC1s lacking IL-7R. (**A**) Gating strategy of subpopulations of G1-ILCs (CD3^−^NK1.1^+^NKp46^+^) in the E18.5 fetal liver (FL), adult liver (AL), and bone marrow (BM). iILC1, immature ILC1. Data represent three independent experiments (FL, n=15; AL, n=8; BM, n=6). (**B**) Heatmap representing log2 transformed mean fluorescence intensity (MFI) of indicated protein expression normalized by z-score transformations (n=3 for all subsets). SP, spleen. (**C**) Expression of IL-7Rα on G1-ILCs except for CD49a^−^CD49b^+^ NK cells (non-NK G1-ILCs) in FL, AL, and BM. Data represent three independent experiments (FL, n=15; AL, n=8; BM, n=6). (**D**) The percentages of IL-7R^−^ fractions in non-NK G1-ILCs in the indicated tissues. LPL, small intestinal lamina propria lymphocytes; PC, peritoneal cavity; mLN, mesenteric lymph node; SG, salivary gland. Data are pooled from three independent experiments (FL, n=15; AL, n=8; BM, n=6; LPL, n=6; PC, n=6; SP, n=6; mLN, n=6; SG, n=6). (**E**) Scatter plot showing relative gene expression of FL G1-ILCs and AL 7 R^−^ ILC1s compared to AL NK cells in RNA-seq. Genes differentially expressed by FL G1-ILCs, AL 7 R^−^ ILC1s, AL 7R^+^ ILC1s, and BM iILC1s (orange) or only by FL G1-ILCs and AL 7 R^−^ ILC1s (blue) compared to AL NK cells are highlighted. FC, fold change. (**F**) First three principal components in PCA of top 3,000 variant genes. (**G**) Expression of T-bet (upper) and Eomes (lower) on FL G1-ILCs as well as NK cells, 7 R^−^ ILC1s, and 7R^+^ ILC1s in AL. Shaded histograms (grey) indicate isotype controls. Data represent two independent experiments. (**H and I**) Fate-mapping analysis of adult chimeric mice reconstituted with BM YFP^−^Lin^−^Sca1^+^c-Kit^+^ (LSK) cells from PLZF^GFPcre/+^ Rosa26-YFP (PLZF-fm) mice. Representative histograms of YFP expression (**H**) and the percentages of YFP^+^ cells in indicated cell populations (**I**) are shown. Data represent or are pooled from two independent experiments (n=6 for AL T, AL NK, AL 7 R^−^ ILC1, AL 7R^+^ ILC1, and SP ILC1; n=3 for BM NK and BM iILC1). (**J**) The percentage of YFP^+^ cells in FL G1-ILCs in E18.5 straight PLZF-fm mice. Data are from one experiment (n*=*5). RNA-seq data are from two (AL NK cells and SG G1-ILCs), three (AL 7R^+^ ILC1s, BM iILC1s, and BM NK cells), and four (FL G1-ILCs, AL 7 R^−^ ILC1s, and LPL ILC1s) biological replicates (**E and F**). Data are presented as mean ± SD. Figure 1—source data 1.Fetal and adult liver contain bona fide ILC1s lacking IL-7R.

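*Cxcr6* was among the genes higher in all 4 subsets than in AL NK cells, at 972 ± 150.1 (SD, n = 4) CPM in AL 7R- ILC1s, 946 ± 69.0 (n = 3) in AL 7R+ ILC1s, 548 ± 55.5 (n = 3) in BM iILC1s and 278 ± 23.0 (n = 3) in FL G1-ILCs. In AL NK cells it was 2.35 ± 1.71 (n = 2). Of the genes labelled orange in Fig. 1E, 12 (*Ckb*, *Cd3g*, *Adam19*, *Cd200r1*, *Zfp683*, *P2rx7*, *Tmem176a*, *Eomes*, *Serpinb9b*, *S1pr5*, *Klra4* and *Klra8*) passed edgeR's quasi-likelihood test in the 4 comparisons, although *Tmem176a* in FL G1-ILCs did not without AL NK replicate 1 (1.16, adjusted p = 0.119), and *P2rx7* in BM iILC1s did not without BM iILC1 replicate 2 or without either library of AL NK cells. Of the genes labelled blue, *Klra5* (log2 fold change 5.80 in FL G1-ILCs and 5.09 in AL 7R- ILC1s) and *Kit* (-3.52 and -3.56) passed in FL G1-ILCs and AL 7R- ILC1s only, except that *Kit* in BM iILC1s passed with no filter on low counts. *Klra5* in BM iILC1s, at 1.13 (standard error 0.47, adjusted p = 0.13), passed without BM iILC1 replicate 2 (1.58, adjusted p = 0.00393) and with no such filter (adjusted p = 7.99e-11). *Arid3a* passed also in AL 7R+ ILC1s (1.46 (standard error 0.23, adjusted p = 6.95e-05)), and *Cd3d* also in BM iILC1s (5.17 (standard error 0.43, adjusted p = 1.00e-08)), where 8 of 11 tested T cell markers were higher than in AL NK cells. *Gzmb* was higher in FL G1-ILCs and AL 7R- ILC1s (2.44 and 2.01) and lower in BM iILC1s (-4.12). In AL 7R+ ILC1s *Gzmb* did not pass, at -0.26. Its change there was -0.54 without AL NK replicate 1, a fit that leaves AL NK cells with 1 library. *S100a6* was higher in FL G1-ILCs (1.78) and AL 7R- ILC1s (2.09), and by less in AL 7R+ ILC1s (0.63 (standard error 0.16, adjusted p = 0.00658)) and BM iILC1s (0.61 (standard error 0.16, adjusted p = 0.0104)), where neither passed without AL NK replicate 1 (0.42, adjusted p = 0.219 and 0.42, adjusted p = 0.248). *Tcf7* was lower in FL G1-ILCs (-3.61), AL 7R- ILC1s (-3.96) and AL 7R+ ILC1s (-0.80 (standard error 0.20, adjusted p = 0.00691)). Without AL NK replicate 1, *Tcf7* did not pass in AL 7R+ ILC1s (-0.45, adjusted p = 0.278) and was higher in BM iILC1s (0.84, adjusted p = 0.039). Against AL NK cells, 5469 of 13424 genes differed in FL G1-ILCs, 3174 in AL 7R- ILC1s, 2453 in AL 7R+ ILC1s and 1881 in BM iILC1s. The last 2 counts fell to 1599 in AL 7R+ ILC1s without AL NK replicate 1, and in BM iILC1s to 1173 without it and to 1163 without AL NK replicate 2. Among the genes higher in FL G1-ILCs were 10 of 15 tested myeloid markers (11 when adjusted over the list alone). Camera did not call that list in FL G1-ILCs (adjusted p = 0.0509). Most of these markers were also higher in BM iILC1s. The level summed over the list was 980.5 ± 981 (SD, n = 3) CPM in BM iILC1s and 227 ± 243 (n = 3) in FL G1-ILCs. In AL NK cells it was 2.41 ± 0.185 (n = 2). Genes higher in all 4 subsets numbered 332 and genes lower in all 4 numbered 363. Lists drawn independently would give 2.57 and 1.64. Unchanged groups simulated with a shared set of AL NK libraries gave 0 in each of 20 simulations. Unchanged groups have few calls to share, so this 0 does not show how much the shared libraries add. Genes called in both FL G1-ILCs and AL 7R- ILC1s, whatever the other 2 subsets showed, numbered 740 higher and 835 lower, where independent lists would give 356 and 291. For AL 7R+ ILC1s and BM iILC1s the numbers were 686 and 581, where they would give 97.1 and 75.5. Genes called in FL G1-ILCs and AL 7R- ILC1s only numbered 178 higher and 206 lower, where independent lists would give 250 and 205. Those called in AL 7R+ ILC1s and BM iILC1s only numbered 58 higher and 27 lower, where such lists would give 43.92 and 34.15. The independent lists leave out the shared libraries and the overlap of all 4 lists, and the simulation leaves out real effects. The covariance of the log2 fold changes against AL NK cells was 0.692 for FL G1-ILCs and AL 7R- ILC1s, 0.741 for AL 7R+ ILC1s and BM iILC1s, 0.609 for FL G1-ILCs and AL 7R+ ILC1s and, highest, 0.995 for AL 7R- ILC1s and AL 7R+ ILC1s. The simulated groups gave 0.0955 to 0.0957. The correlation was lower than in the simulated groups for the 2 pairs with FL G1-ILCs, at 0.496 with AL 7R- ILC1s and 0.462 with AL 7R+ ILC1s against 0.640 and 0.611. It was higher for AL 7R+ ILC1s with BM iILC1s, at 0.738 against 0.609. For AL 7R- ILC1s with AL 7R+ ILC1s it was also higher, at 0.8445 against 0.639. In unchanged groups the correlation comes from the shared AL NK libraries alone, and real changes confined to 1 group lower it. A lower correlation therefore does not show that a pair shares less than unchanged groups do. All 4 comparisons share the 2 libraries of AL NK cells, so part of the overlap may come from them, and these could not be divided among the comparisons.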

**Figure 1—figure supplement 1.**
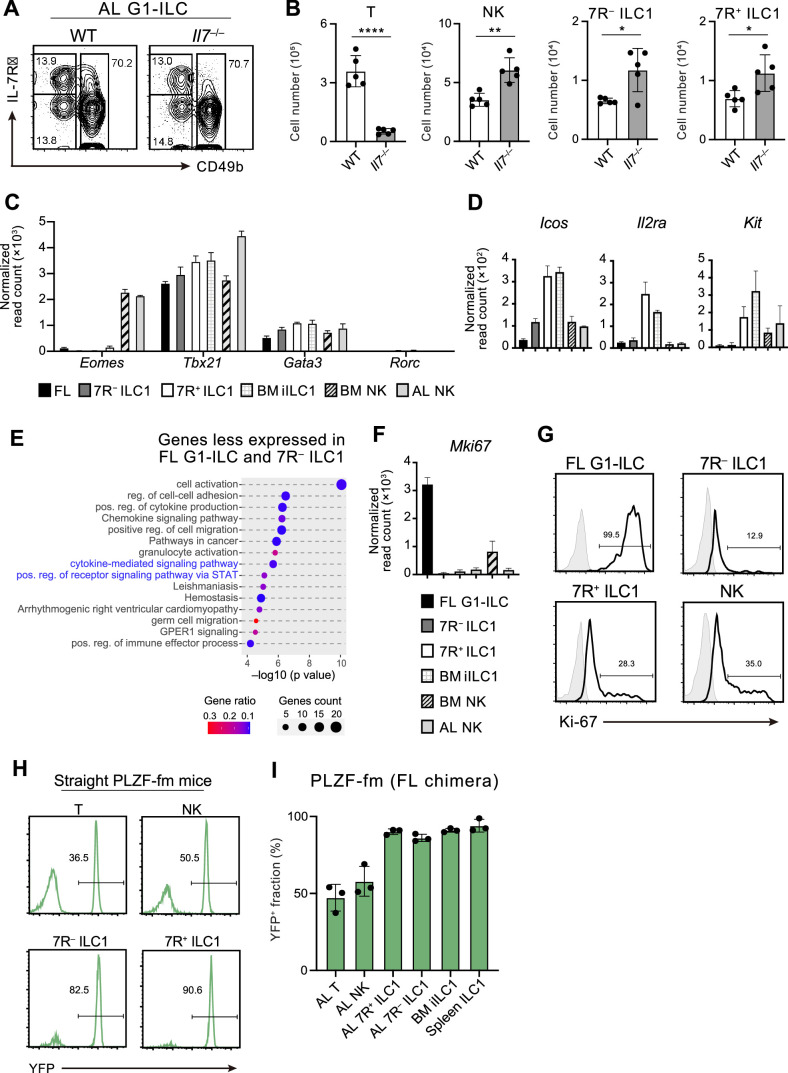
Characterization of fetal and adult G1-ILC identities. (**A and B**) Flow cytometry (FCM) analysis of AL lymphocytes in control or *Il7*^−/−^ mice. Representative FCM profiles of G1-ILCs (**A**) and the cell number of each cell population (**B**) are shown. Data represent or are pooled from two independent experiments (WT, n=5; *Il7*^−/−^, n=5). (**C**) Normalized read counts of *Eomes*, *Tbx21*, *Gata3*, and *Rorc* expressed on each G1-ILC population in FL, AL, and BM obtained from RNA-seq. (**D**) Normalized read counts of *Icos*, *Il2ra*, and *Kit* expressed on each G1-ILC population. (**E**) Dot plots showing the significantly enriched pathways on DEGs less expressed in FL G1-ILCs and 7 R^−^ ILC1s but not in 7R^+^ ILC1s and BM iILC1s compared to AL NK cells, analyzed by Metascape. Gene ratio indicates the ratio of the gene number corresponding to the DEGs in the pathway (gene count) to the total gene number in the pathway. Pathways related to cytokine responses were highlighted (blue). (**F**) Normalized read counts of *Mki67* expressed on each G1-ILC population obtained from RNA-seq. (**G**) Expression of Ki-67 protein on FL G1-ILCs as well as NK cells, 7 R^−^ ILC1s, and 7R^+^ ILC1s in AL. Data represent two independent experiments. (**H**) Representative histograms of YFP expression in AL lymphocyte populations of straight PLZF^GFPcre/+^ Rosa26-YFP (PLZF-fm) mice, Data represent one experiment (n=2 for all subsets). (**I**) Fate-mapping analysis of adult chimeric mice reconstituted with FL YFP^−^ LSK cells from PLZF-fm mice. The percentages of YFP^+^ cells in indicated cell populations are shown. Data are from one experiment (n=3 for all subsets). RNA-seq data are from two (AL NK cells), three (AL 7R^+^ ILC1s, BM iILC1s, and BM NK cells), and four (FL G1-ILCs and AL 7 R^−^ ILC1s) biological replicates (C–F). Data are presented as mean ± SD. *p<0.05, **p<0.01, ****p<0.0001.

We further assessed the relevance among G1-ILC subsets by bulk RNA sequencing (RNA-seq). 

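Genes of the surface proteins by which the paper gates these cells were read first in the libraries. *Klrb1c*, which encodes NK1.1, stood at 1039 ± 44.4 (SD, n = 3) CPM in FL G1-ILCs, 2065 ± 107 (n = 4) in AL 7R- ILC1s, 2069 ± 34.9 (n = 3) in AL 7R+ ILC1s, 2035 ± 109 (n = 3) in BM iILC1s, 2149 ± 232 (n = 3) in BM NK cells and 2287 ± 192 (n = 2) in AL NK cells. *Ncr1*, which encodes NKp46, ranged from 640.5 ± 18.8 in FL G1-ILCs to 2077 ± 46.5 in AL 7R+ ILC1s. *Itga1*, which encodes CD49a, was 718 ± 71.8 in AL 7R- ILC1s, 412 ± 79.6 in AL 7R+ ILC1s, 255 ± 38.2 in FL G1-ILCs and 173 ± 60.0 in BM iILC1s. It was 3.48 ± 4.21 in AL NK cells. *Itga2*, which encodes CD49b, was 128 ± 1.95 in AL NK cells and 114 ± 14.0 in BM NK cells. It was 18.3 ± 3.43 in AL 7R- ILC1s. The paper separates ILC1s from NK cells by CD49a and CD49b, so differences in *Itga1* and *Itga2* follow the gate and are no independent result. Compared with AL NK cells, AL 7R- ILC1s had a log2 fold change of 7.54 (standard error 0.44, adjusted p = 1.42e-11) for *Itga1* and -2.79 (standard error 0.19, adjusted p = 1.62e-10) for *Itga2* from edgeR's quasi-likelihood test. The RNA came from sorted cells of 8 groups, in 25 libraries: 4 of FL G1-ILCs, and, from mice labelled as 8 weeks old, 4 of AL 7R- ILC1s, 3 of AL 7R+ ILC1s, 3 of BM iILC1s, 3 of BM NK cells, 2 of AL NK cells, 4 of LPL ILC1s and 2 of SG G1-ILCs. The paper gives 1000 sorted cells per library, and the sample labels give 2000. The authors made cDNA with a SMART-seq kit, trimmed the reads with fastp 0.23.0, aligned them to mm10 with HISAT2 2.1.0 and counted them per gene with featureCounts of Subread 1.6.5. The deposited values are these counts, between 2302643 and 7995906 per library with a median of 4603579. Replicates 2 and 3 of the FL G1-ILCs differed by little more than counting noise, with a chi-square per degree of freedom of 1.18 against 3.51 to 5.73 for the other 5 pairs of that group. Their counts were therefore summed and counted once, so that n = 3 for FL G1-ILCs. Counts were scaled by TMM, and edgeR's quasi-likelihood test was fitted to the 13424 genes that pass its filter in the 6 liver and bone marrow groups, or to 14123 genes when the 2 other tissues were included. The 2 libraries of AL NK cells borrow their spread from the other groups of the fit. The paper calls the libraries biological replicates and its text does not say whether each came from separate animals, so the p-values measure differences against the variation between libraries.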

All analyzed G1-ILC populations expressed *Tbx21* (T-bet) but not *Rorc* (RORγt), suggesting the lack of ILC3 contamination (Figure 1—figure supplement 1C). 

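*Tbx21* (ENSMUSG00000001444, chromosome 11 from 97098071 to 97115331) of GRCm38, which encodes T-bet, was read in all 6 groups of liver and bone marrow. Its level in CPM was 1039 ± 40.6 (SD, n = 2) in AL NK cells, 823 ± 68.3 (n = 3) in BM iILC1s, 816 ± 51.8 (n = 3) in AL 7R+ ILC1s, 700.4 ± 70.2 (n = 4) in AL 7R- ILC1s, 649 ± 31.2 (n = 3) in BM NK cells and 636 ± 22.0 (n = 3) in FL G1-ILCs. It was lower than in AL NK cells by edgeR's quasi-likelihood test in AL 7R- ILC1s, with a log2 fold change of -0.57 (standard error 0.09, adjusted p = 3.21e-05), and in FL G1-ILCs, with -0.71 (standard error 0.09, adjusted p = 2.80e-06). The smaller change in AL 7R+ ILC1s, -0.35 (standard error 0.09, adjusted p = 0.00994), did not pass without AL 7R+ ILC1 replicate 2 (-0.29, adjusted p = 0.0509) or without AL NK replicate 2 (-0.31, adjusted p = 0.107). That in BM iILC1s, -0.34 (standard error 0.09, adjusted p = 0.0165), did not pass without BM iILC1 replicate 1 (-0.26, adjusted p = 0.0842) or without AL NK replicate 2 (-0.30, adjusted p = 0.142). *Ltb4r1*, from a list of ILC3 markers, was 29.3 ± 4.92 (n = 3) in AL 7R+ ILC1s and 4.82 ± 2.37 (n = 4) in AL 7R- ILC1s. *Eomes*, an NK cell factor, was 499 ± 4.83 in AL NK cells and 537 ± 21.1 in BM NK cells. It was 37.2 ± 10.1 in BM iILC1s, 31.9 ± 5.31 in FL G1-ILCs, 3.72 ± 1.37 in AL 7R- ILC1s and 2.39 ± 3.18 in AL 7R+ ILC1s.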

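*Zfp683* (ENSMUSG00000049410, chromosome 4 from 134053838 to 134058996) of GRCm38, which encodes the transcription factor Hobit, reached 199 ± 14.2 (SD, n = 4) CPM in AL 7R- ILC1s, 164 ± 10.3 (n = 3) in AL 7R+ ILC1s, 81.2 ± 9.85 (n = 3) in FL G1-ILCs and 47.9 ± 5.84 (n = 3) in BM iILC1s. It was 1.24 ± 0.406 (n = 2) in AL NK cells and 0.408 ± 0.391 (n = 3) in BM NK cells. *Cd3g* (ENSMUSG00000002033, chromosome 9 from 44969572 to 44980431) was higher in the 2 subsets low in *Il7r*, at 1999 ± 218 in AL 7R- ILC1s and 1438 ± 94.6 in FL G1-ILCs, than in AL 7R+ ILC1s (212 ± 35.1) and BM iILC1s (182 ± 29.6), and was 5.20 ± 1.24 in AL NK cells. *P2rx7* (ENSMUSG00000029468, chromosome 5 from 122643911 to 122691432) was 64.3 ± 10.9 in AL 7R+ ILC1s and 52.3 ± 15.9 in AL 7R- ILC1s, but 4.03 ± 1.03 in FL G1-ILCs and 2.73 ± 1.65 in BM iILC1s, with 0.666 ± 0.136 in AL NK cells. By edgeR's quasi-likelihood test against AL NK cells, the log2 fold changes of *Zfp683* were 7.35, 6.05, 7.06 and 5.29 in AL 7R- ILC1s, FL G1-ILCs, AL 7R+ ILC1s and BM iILC1s, and those of *Cd3g* 8.55, 8.08, 5.31 and 5.10. *P2rx7* rose by 6.27 (standard error 0.50, adjusted p = 2.50e-09) in AL 7R- ILC1s, 6.57 (standard error 0.51, adjusted p = 1.90e-09) in AL 7R+ ILC1s and 2.58 (standard error 0.59, adjusted p = 0.00131) in FL G1-ILCs. Its change in BM iILC1s, 2.02 (standard error 0.63, adjusted p = 0.0328), did not pass without BM iILC1 replicate 2 (1.43, adjusted p = 0.178), AL NK replicate 1 (1.76, adjusted p = 0.246) or AL NK replicate 2 (2.21, adjusted p = 0.119). The NK cell receptor gene *Klra8* (ENSMUSG00000089727, chromosome 6 from 130115226 to 130129898) was 1321 ± 172 in AL NK cells. It was 19.5 ± 9.27 in AL 7R- ILC1s, 15.6 ± 7.75 in BM iILC1s, 1.95 ± 0.881 in AL 7R+ ILC1s and 0.638 ± 0.914 in FL G1-ILCs. *Klra4* (ENSMUSG00000079852, chromosome 6 from 130043731 to 130067271) was 901 ± 1.25 in AL NK cells. It was 4.56 ± 0.694 in BM iILC1s, 3.55 ± 2.32 in AL 7R- ILC1s, 0.311 ± 0.137 in AL 7R+ ILC1s and 2 counts in all of FL G1-ILCs. Of 22 genes on a list of ILC1 signature genes, 18 were higher and 2 lower in AL 7R- ILC1s, 18 higher and 2 lower in FL G1-ILCs, 18 higher and 0 lower in AL 7R+ ILC1s, and 20 higher and 0 lower in BM iILC1s (the same when adjusted over the list alone). Camera's adjusted p for the 4 groups was 1.49e-20, 3.32e-09, 8.46e-28 and 7.56e-31, and the calls were kept with an estimated correlation. Of 24 NK cell signature genes, 22 were lower in AL 7R- ILC1s (23 when adjusted over the list alone), 23 in FL G1-ILCs, 22 in AL 7R+ ILC1s and 19 in BM iILC1s, with camera adjusted p = 9.47e-26, 5.34e-19, 9.37e-31 and 3.07e-19. In AL 7R- ILC1s and BM iILC1s, 1 gene of this list was higher. Both lists hold genes that the paper labels in Fig. 1E, so they are not independent of the study.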

Consistent with surface phenotype, FL G1-ILCs and AL 7 R^−^ ILC1s as well as BM iILC1s and AL 7R^+^ ILC1s shared high expression of ILC1 signature genes (*P2rx7*, *Zfp683*, and *Cd3g*) and low expression of NK cell signature genes (*Sell*, *Klra4*, and *Klra8*) (Figure 1E). By contrast, 7R^+^ ILC1s and BM iILC1s showed higher expression of genes related to cytokine responses (*Il7r*, *Il2ra*, *Icos*, and *Kit*) compared to other G1-ILC subsets (Figure 1—figure supplement 1D). Conversely, FL G1-ILCs and 7 R^−^ ILC1s poorly expressed cytokine receptor-related genes (*Il7r*, *Il18r1*, and *Il18rap*) (Figure 1E) and exhibited less cytokine-responsive characters (Figure 1—figure supplement 1E). 

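*Il7r* (ENSMUSG00000003882, chromosome 15 from 9505788 to 9530176) of GRCm38, whose product was used to sort the liver subsets, was 1191 ± 80.1 (SD, n = 3) CPM in BM iILC1s and 576 ± 52.2 (n = 3) in AL 7R+ ILC1s. It was 23.3 ± 6.76 (n = 2) in AL NK cells, 3.68 ± 0.534 (n = 3) in BM NK cells, 1.82 ± 1.82 (n = 4) in AL 7R- ILC1s and 0.899 ± 0.815 (n = 3) in FL G1-ILCs. *Il2ra* (ENSMUSG00000026770, chromosome 2 from 11642807 to 11693193) was 58.1 ± 13.2 in AL 7R+ ILC1s and 38.5 ± 2.21 in BM iILC1s, and between 3.92 ± 2.25 and 8.22 ± 2.75 in the other 4 groups. *Icos* (ENSMUSG00000026009, chromosome 1 from 60977927 to 61000320) was 80.1 ± 5.45 in BM iILC1s and 76.4 ± 11.1 in AL 7R+ ILC1s. It was 27.8 ± 6.42 in BM NK cells, 27.5 ± 3.98 in AL 7R- ILC1s, 22.4 ± 0.801 in AL NK cells and 9.00 ± 0.746 in FL G1-ILCs. *Kit* (ENSMUSG00000005672, chromosome 5 from 75574916 to 75656722) was 75.2 ± 27.2 in BM iILC1s, 40.6 ± 14.3 in AL 7R+ ILC1s, 31.9 ± 23.6 in AL NK cells and 19.7 ± 6.53 in BM NK cells, and 2.95 ± 1.81 and 2.93 ± 3.39 in FL G1-ILCs and AL 7R- ILC1s. Between the mean of AL 7R+ ILC1s and BM iILC1s and the mean of FL G1-ILCs and AL 7R- ILC1s, the log2 fold change was 9.47 (standard error 0.20, adjusted p = 1.71e-18) for *Il7r*, 2.78 (standard error 0.22, adjusted p = 2.24e-09) for *Il2ra*, 2.31 (standard error 0.13, adjusted p = 1.24e-11) for *Icos* and 4.32 (standard error 0.44, adjusted p = 1.28e-07) for *Kit* from edgeR's quasi-likelihood test. Within the adult liver, AL 7R+ ILC1s exceeded AL 7R- ILC1s by 8.47 (standard error 0.26, adjusted p = 1.87e-15) for *Il7r*, 2.82 (standard error 0.29, adjusted p = 7.74e-07) for *Il2ra*, 1.47 (standard error 0.17, adjusted p = 3.42e-06) for *Icos* and 3.90 (standard error 0.59, adjusted p = 1.45e-04) for *Kit*. Compared with AL NK cells, *Il2ra* rose by 3.65 in AL 7R+ ILC1s and 3.05 in BM iILC1s (adjusted p = 5.08e-07 and 8.93e-06), and *Icos* by 1.77 and 1.83 (adjusted p = 1.79e-06 and 2.00e-06). *Kit* did not differ from AL NK cells at the threshold in AL 7R+ ILC1s, with 0.34 (standard error 0.58, adjusted p = 0.771), or in BM iILC1s, with 1.22 (standard error 0.59, adjusted p = 0.198), though the latter passed when no filter on low counts was applied (adjusted p = 4.16e-04). Of 32 tested cytokine receptor genes, 8 were higher and 3 lower in AL 7R+ ILC1s than in AL 7R- ILC1s (11 and 4 when adjusted over the list alone). Camera gave this list an adjusted p = 0.0125, and adjusted p = 0.118 with an estimated correlation. For the mean of AL 7R+ ILC1s and BM iILC1s the counts were 16 and 5 (17 and 5 when adjusted over the list alone). For the list as a whole, camera gave adjusted p = 9.46e-05, kept with an estimated correlation. Of 20 genes of JAK-STAT signaling, 4 were higher and 0 lower in AL 7R+ ILC1s than in AL 7R- ILC1s (the same when adjusted over the list alone). With camera the list had adjusted p = 0.0225, and adjusted p = 0.182 with an estimated correlation. In the other contrast 11 were higher and 1 lower in the mean of AL 7R+ ILC1s and BM iILC1s (14 and 2 when adjusted over the list alone). Tested together by camera, these genes had adjusted p = 7.99e-04, and adjusted p = 0.0641 with an estimated correlation.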

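*Il7r* fell relative to AL NK cells by edgeR's quasi-likelihood test with a log2 fold change of -4.81 (standard error 0.41, adjusted p = 8.59e-09) in FL G1-ILCs and -3.87 (standard error 0.34, adjusted p = 1.38e-08) in AL 7R- ILC1s, and rose by 4.61 in AL 7R+ ILC1s and 5.65 in BM iILC1s. *Il18r1* (ENSMUSG00000026070, chromosome 1 from 40465552 to 40500854) of GRCm38 was 8.21 ± 2.68 (SD, n = 4) CPM in AL 7R- ILC1s and 78.7 ± 10.9 (n = 3) in FL G1-ILCs. It was 113 ± 39.1 (n = 3) in AL 7R+ ILC1s, 202 ± 40.6 (n = 2) in AL NK cells, 267 ± 21.5 (n = 3) in BM iILC1s and 274 ± 9.43 (n = 3) in BM NK cells. Its log2 fold change against AL NK cells was -4.67 (standard error 0.24, adjusted p = 2.06e-12) in AL 7R- ILC1s and -1.36 (standard error 0.22, adjusted p = 3.24e-05) in FL G1-ILCs. It was -0.84 (standard error 0.21, adjusted p = 0.00731) in AL 7R+ ILC1s, which did not pass without AL NK replicate 2 (-0.62, adjusted p = 0.146), and 0.40 (standard error 0.22, adjusted p = 0.253) in BM iILC1s. *Il18rap* (ENSMUSG00000026068, chromosome 1 from 40515362 to 40551705) was 104 ± 9.15 in AL 7R- ILC1s, 299.7 ± 22.1 in FL G1-ILCs and 312 ± 25.3 in AL 7R+ ILC1s. It was 606 ± 32.0 in BM iILC1s, 641 ± 58.6 in BM NK cells and 854 ± 24.6 in AL NK cells. It was lower than in AL NK cells in all 4 subsets, by -3.04 (standard error 0.09, adjusted p = 6.29e-16) in AL 7R- ILC1s, -1.51 (standard error 0.10, adjusted p = 1.35e-10) in FL G1-ILCs, -1.46 (standard error 0.10, adjusted p = 2.62e-10) in AL 7R+ ILC1s and -0.49 (standard error 0.10, adjusted p = 0.00117) in BM iILC1s. Between the liver subsets, AL 7R+ ILC1s exceeded AL 7R- ILC1s by 3.83 (standard error 0.23, adjusted p = 2.35e-10) for *Il18r1* and 1.58 (standard error 0.09, adjusted p = 8.17e-11) for *Il18rap*. FL G1-ILCs also exceeded AL 7R- ILC1s, by 3.31 (standard error 0.23, adjusted p = 2.44e-10) and 1.53 (standard error 0.09, adjusted p = 1.01e-11). Of the 32 cytokine receptor genes tested, 9 were higher and 10 lower in AL 7R- ILC1s than in AL NK cells (9 and 13 when adjusted over the list alone). The list's median log2 fold change there was 0.25 and its mean -0.19, and camera, which gave the direction as down, did not call it (adjusted p = 0.818). In FL G1-ILCs, 5 were higher and 14 lower than in AL NK cells (5 and 14 when adjusted over the list alone). The list had a camera adjusted p = 0.0149, and adjusted p = 0.13 with an estimated correlation. FL G1-ILCs had 5 of these genes higher and 15 lower than AL 7R- ILC1s (5 and 16 when adjusted over the list alone). Camera gave this list an adjusted p = 0.0345, and adjusted p = 0.171 with an estimated correlation. In the same comparison, 3 JAK-STAT genes were higher and 14 lower (3 and 14 when adjusted over the list alone). For the list as a whole, camera gave adjusted p = 0.00826, and adjusted p = 0.13 with an estimated correlation.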

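*Mki67* (ENSMUSG00000031004, chromosome 7 from 135689784 to 135716361) of GRCm38, a gene of dividing cells, was 802 ± 54.1 (SD, n = 3) CPM in FL G1-ILCs and 193 ± 89.8 (n = 3) in BM NK cells. It was 40.6 ± 15.0 (n = 3) in BM iILC1s, 37.1 ± 14.8 (n = 2) in AL NK cells, 25.3 ± 13.7 (n = 3) in AL 7R+ ILC1s and 9.86 ± 7.96 (n = 4) in AL 7R- ILC1s. FL G1-ILCs exceeded AL 7R- ILC1s by a log2 fold change of 6.29 (standard error 0.47, adjusted p = 5.80e-10) from edgeR's quasi-likelihood test. *Birc5* was 432 ± 8.44 in FL G1-ILCs and 3.77 ± 4.72 in AL 7R- ILC1s, and *Plk1* 189 ± 17.6 and 0.876 ± 0.299. *Mki67* was lower in AL 7R- ILC1s than in AL NK cells, with a log2 fold change of -1.84 (standard error 0.55, adjusted p = 0.0175). It did not pass with replicate numbers as a block (adjusted p = 0.0508), by the Wald test of DESeq2 (adjusted p = 0.0679) or without AL NK replicate 2 (-1.38, adjusted p = 0.215). All 40 genes on a list of proliferation genes were higher in FL G1-ILCs than in AL 7R- ILC1s and than in AL NK cells (also when adjusted over the list alone). Camera's adjusted p was 3.29e-21 and 9.52e-14, and adjusted p = 0.13 and 0.218 with an estimated correlation. Summed over the list, the level was 13580 ± 697 CPM in FL G1-ILCs, 4131 ± 1663 in BM NK cells and 992 ± 143 in AL 7R- ILC1s. Of 32 genes of metabolism under mTORC1, 28 were higher and 0 lower in FL G1-ILCs than in AL 7R- ILC1s (28 and 1 when adjusted over the list alone). With camera the list had adjusted p = 1.27e-12, kept with an estimated correlation. Over the 3000 most variable genes on the log2 scale, the principal components held 31.4%, 19.5% and 13.3% of the variance. In this space of genes the 3 FL G1-ILCs samples lay at a mean distance of 111.5 from BM NK cells, 119.7 from AL 7R- ILC1s, 120.6 from AL 7R+ ILC1s, 121.8 from BM iILC1s and 123.6 from AL NK cells. Each of the 3 was nearest to BM NK cells. The ratio of the distance to AL 7R- ILC1s over that to AL NK cells was 0.968 ± 0.00386 (SD, n = 3 samples). Without proliferation genes and genes correlated with *Mki67* the order changed, though 100% of these 732 genes were higher in FL G1-ILCs than in AL 7R- ILC1s, so that leaving them out brings this pair closer by construction: FL G1-ILCs lay at 96.4 from AL 7R- ILC1s, 102.8 from AL 7R+ ILC1s and 108.9 from BM NK cells. On the linear scale of normalized CPM, FL G1-ILCs lay at 15530 from AL 7R- ILC1s, 16520 from AL NK cells and 18270 from BM NK cells. This order was not kept without the 10 genes of highest variance, a choice made after the linear values were seen. FL G1-ILCs then lay nearest to BM NK cells, at 10760. AL 7R- ILC1s, at 11920, were the farthest of the other 5 groups of liver and bone marrow, with a ratio to AL NK cells of 1.02.

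**Figure D1:**
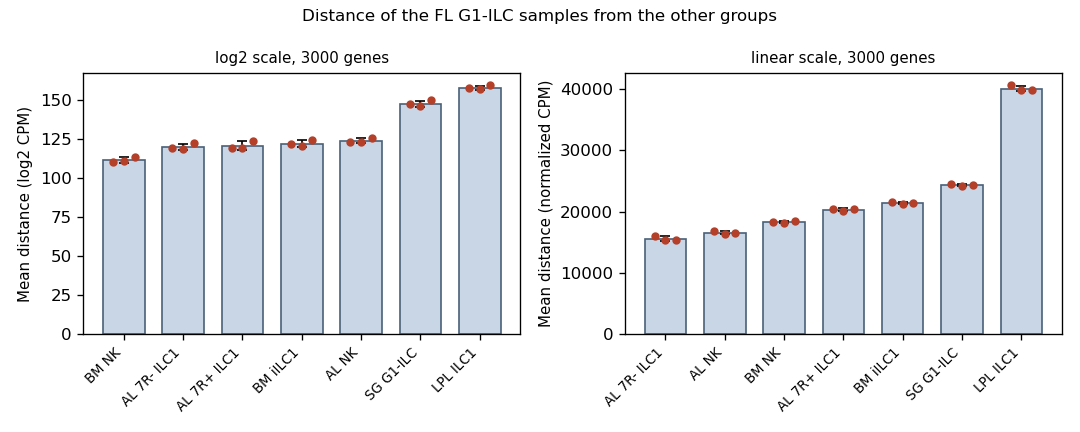
Mean distance of the 3 FL G1-ILC samples to each other group over 3000 genes, in log2 CPM (left) and in normalized CPM on the linear scale (right). Bars are means over the samples, error bars are SD and points are single samples. The lowest bar is that of BM NK cells on the left, at 111.5, and that of AL 7R- ILC1s on the right, at 15530.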

Although FL G1-ILCs were unique in terms of their high proliferative status (Figure 1—figure supplement 1F and G), principal component analysis (PCA) revealed that the overall transcriptional state of FL G1-ILCs was close to 7 R^−^ ILC1s (Figure 1F). 

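Across the same 3000 genes on the log2 scale, AL 7R+ ILC1s lay at a mean distance of 76.2 from AL 7R- ILC1s and 86.4 from BM iILC1s, and each of the 3 samples was nearest to AL 7R- ILC1s. Each of the 3 samples of BM iILC1s was nearest to AL 7R+ ILC1s, and next to BM NK cells. The ratio of the distance of AL 7R+ ILC1s to BM iILC1s over that to AL 7R- ILC1s was 1.13 ± 0.0536 (SD, n = 3 samples). Groups were tighter than these distances, with libraries 51.5 to 66.9 from one another within a group. On the linear scale the order was reversed, with AL 7R+ ILC1s at 5589 from BM iILC1s and 10700 from AL 7R- ILC1s, a ratio of 0.522. There, *Gzma* held 11.0% of the variance, *Gm10800* 16.6%, *Junb* 8.1%, *H3f3b* 7.27% and *Ubb* 2.5%. Without the 10 genes of highest variance, a choice made after the linear values were seen, AL 7R+ ILC1s lay at 4921 from BM iILC1s and 5599 from AL 7R- ILC1s, a ratio of 0.879. The principal components of the linear values held 68.0%, 15.3% and 6.39% of the variance. Rises in AL 7R+ ILC1s over AL 7R- ILC1s were ranked among called genes whose groups do not overlap and whose average log2 CPM is at least 5. The largest were those of *Il7r*, *Emb* (82.2 ± 7.84 CPM in AL 7R+ ILC1s, n = 3, and 0.594 ± 0.860 in AL 7R- ILC1s, n = 4) and *Cd28* (92.4 ± 3.38 and 3.15 ± 3.44). Genes far lower in AL 7R+ ILC1s than in BM iILC1s included *Klra7* (5.58 ± 2.92 in AL 7R+ ILC1s and 289 ± 20.6 in BM iILC1s, n = 3) and *Ly6c2* (21.6 ± 2.30 and 549 ± 81.8). The distances were given no test.

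**Figure D2:**
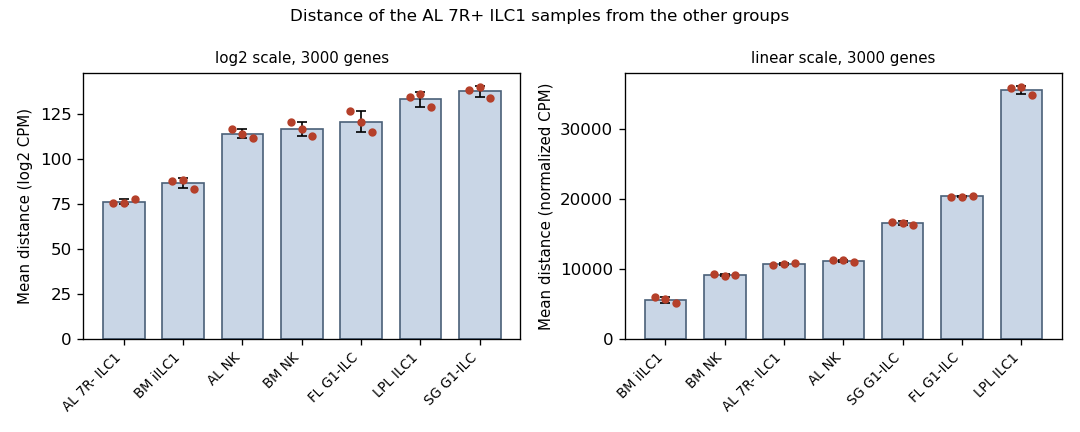
Mean distance of the 3 AL 7R+ ILC1 samples to each other group over 3000 genes, in log2 CPM (left) and in normalized CPM on the linear scale (right). Bars are means over the samples, error bars are SD and points are single samples. AL 7R- ILC1s have the lowest bar on the left, at 76.2, and BM iILC1s on the right, at 5589.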

7R^+^ ILC1s located rather close to BM iILC1s in PCA, suggesting their cross-tissue similarity. These results show the transcriptional resemblance between FL G1-ILCs and AL 7 R^−^ ILC1s or between BM iILC1s and AL 7R^+^ ILC1s.

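The pairs were also compared directly with edgeR's quasi-likelihood test. Between AL 7R+ ILC1s and AL 7R- ILC1s, 852 of 13424 genes differed, 477 higher and 375 lower. *Emb* had a log2 fold change of 7.26 (standard error 0.31, adjusted p = 9.38e-13), *Cd28* 4.95 (standard error 0.41, adjusted p = 3.57e-08), *Tnfrsf25* 4.05 (standard error 0.29, adjusted p = 4.59e-09) and *Klf2* 3.58 (standard error 0.23, adjusted p = 6.33e-10). Decreases were ranked among called genes whose groups do not overlap and whose average log2 CPM is at least 5. The largest was that of *Htra3*, with -8.51 (standard error 0.50, adjusted p = 1.62e-10), from 117 ± 21.9 (SD, n = 4) to 0.334 ± 0.477 (n = 3) CPM. *Klra5* followed with -4.91 (standard error 0.38, adjusted p = 1.45e-08). Between AL 7R+ ILC1s and BM iILC1s, 1297 genes differed, 631 higher and 666 lower, among them *Gzmb* with 3.86 (standard error 0.16, adjusted p = 8.79e-13), *Klra7* with -5.84 (standard error 0.33, adjusted p = 6.97e-11) and *Ly6c2* with -4.66 (standard error 0.29, adjusted p = 3.20e-10). Markers of other cells differed there too: 12 of 15 tested myeloid markers were lower in AL 7R+ ILC1s, with a sum of 48.7 ± 29.4 (n = 3) CPM there and of 305.1 to 2106 in the libraries of BM iILC1s, highest in replicate 2, and the T cell marker *Cd3e* was 157 ± 25.7 (n = 3) in BM iILC1s and had 3 counts in AL 7R+ ILC1s. Between FL G1-ILCs and AL 7R- ILC1s, 6409 differed, 3336 higher and 3073 lower, among them *Ccnb1* with 6.41 (standard error 0.36, adjusted p = 7.71e-12), *Ifitm1* with 7.02 (standard error 0.34, adjusted p = 1.01e-12), *Cpne7* with -5.71 (standard error 0.23, adjusted p = 9.55e-14) and *Klra9* with -6.28 (standard error 0.22, adjusted p = 2.10e-14). Of the myeloid markers, 6 were higher and 2 lower in FL G1-ILCs than in AL 7R- ILC1s (the same when adjusted over the list alone). Of 9 erythroid markers, 4 were higher (the same when adjusted over the list alone). Camera called neither list there, with adjusted p = 0.484 and 0.147. The groups did not overlap in 14.9% of genes for AL 7R+ ILC1s and AL 7R- ILC1s, where chance gives 5.71%, in 25.4% for AL 7R+ ILC1s and BM iILC1s, where it gives 10%, and in 49.3% for FL G1-ILCs and AL 7R- ILC1s, where it gives 5.71%. Of 30 transcription factors of lymphocytes, 12 were higher and 3 lower in AL 7R+ ILC1s than in AL 7R- ILC1s (14 and 5 when adjusted over the list alone). Tested together by camera, these genes had adjusted p = 4.70e-05, kept with an estimated correlation. Of 28 NK receptor genes, 5 were higher and 15 lower (6 and 17 when adjusted over the list alone). The list had a camera adjusted p = 9.34e-05, and adjusted p = 0.0745 with an estimated correlation. FL G1-ILCs had 1 of these higher and 23 lower than AL 7R- ILC1s (1 and 23 when adjusted over the list alone). Camera gave this list an adjusted p = 2.11e-09, kept with an estimated correlation. The ILC1 signature had 17 genes lower and 0 higher in FL G1-ILCs than in AL 7R- ILC1s (17 and 0 when adjusted over the list alone). For the list as a whole, camera gave adjusted p = 1.47e-05, kept with an estimated correlation. The NK cell signature had 14 lower and 0 higher in AL 7R+ ILC1s than in BM iILC1s (14 and 1 when adjusted over the list alone). With camera the list had adjusted p = 7.11e-12, kept with an estimated correlation. Of 28 homing and adhesion genes, 5 were higher and 17 lower in FL G1-ILCs than in AL NK cells (6 and 19 when adjusted over the list alone). Tested together by camera, these genes had adjusted p = 5.22e-04, kept with an estimated correlation. From the shared signature genes, the cytokine receptor genes and the positions in the principal component analysis, the paper concludes that FL G1-ILCs resemble AL 7R- ILC1s and that BM iILC1s resemble AL 7R+ ILC1s in transcription.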

Given the ILC1-like transcriptional programs and T-bet^+^Eomes^−^ phenotype of FL G1-ILCs and AL 7 R^−^ ILC1s (Figure 1G), they were considered as ILC1s but not NK cells. To precisely verify their lineage, we performed fate-mapping of ILCPs by using PLZF^GFPcre/+^ Rosa26-YFP reporter (PLZF-fm) mice (Constantinides et al., 2014). In these mice, ILCP progenies including ILC1s, ILC2s, and ILC3s rather than LTi or NK cells are preferentially labeled by YFP, though a certain ratio of blood cells expresses YFP due to the pre-hematopoietic PLZF expression, as reported previously (Constantinides et al., 2014). To remove this background YFP labelling, we sorted YFP^−^Lin^−^Sca1^+^c-Kit^+^ (YFP^−^ LSK) cells from BM of PLZF-fm mice and transferred them into irradiated WT hosts. In these chimeric mice, AL 7 R^−^ and 7R^+^ ILC1s as well as other adult tissue ILC1s prominently expressed YFP (Figure 1H and I). A similar trend was observed when using straight PLZF-fm mice or chimeric mice reconstituted with FL YFP^−^ LSK cells from PLZF-fm mice (Figure 1—figure supplement 1H and I). Furthermore, FL G1-ILCs mostly expressed YFP in straight PLZF-fm mice (Figure 1J), in line with a previous fate-mapping study of neonatal liver G1-ILCs (Constantinides et al., 2015). Thus, these results indicate that *bona fide* ILC1s lacking IL-7R are enriched in FL and AL.

### 7R^+^ ILC1s minimally contribute to the development of 7R^−^ ILC1s

A previous study reported that 7R^+^ ILC1s behaved as the precursors of 7 R^−^ ILC1s when cultured in vitro or transferred into lymphopenic mice (Friedrich et al., 2021). However, in the liver, while 7R^+^ ILC1s were nearly absent in infants and accumulated with age, 7 R^−^ ILC1s were predominant in young mice, decreased with age, and eventually depleted (Figure 2A–C). These observations suggest that the development and maintenance of 7 R^−^ ILC1s are independent from 7R^+^ ILC1s in physiological conditions.

**Figure 2.**
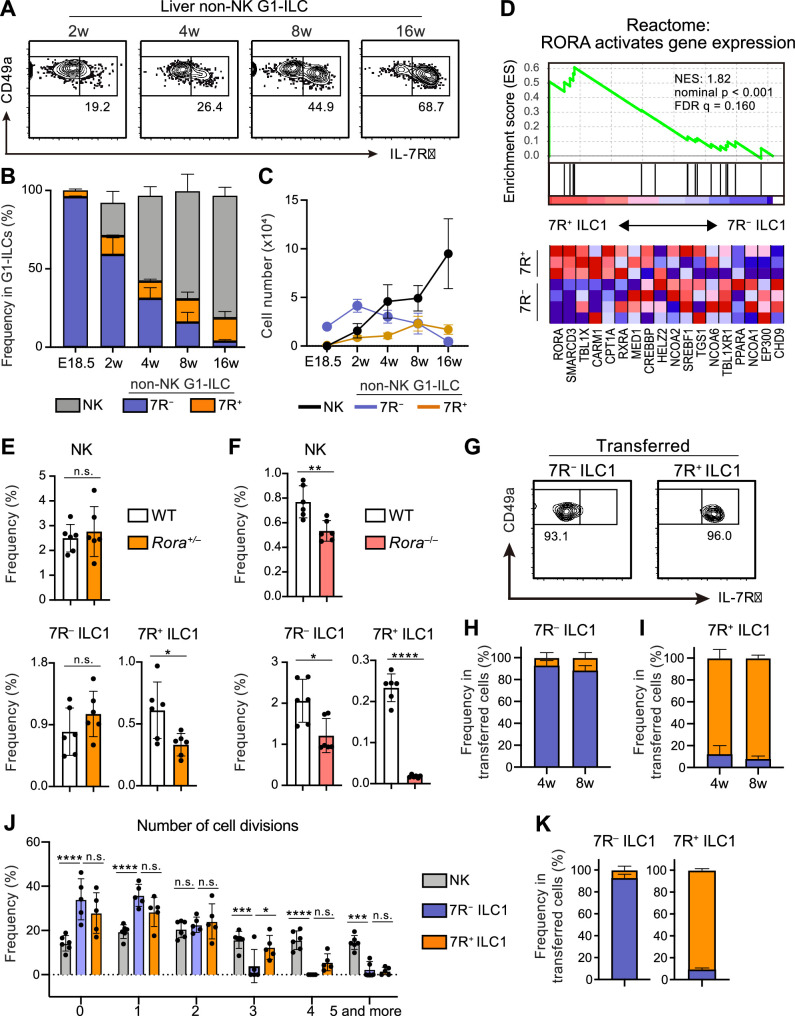
7*R*^+^ ILC1 s are dispensable for the development of 7 R^−^ ILC1s in AL. (A–C) Kinetics of IL-7Rα expression on liver non-NK G1-ILCs with age. Representative FCM profiles (**A**), the percentages within G1-ILCs (**B**), and the cell number (**C**) are shown. Data represent or are pooled from one (E18.5, n=6), two (2 w, n=5; 4 w, n=6; 8 w, n=9), and five (16 w, n=10) independent experiments. (**D**) GSEA of transcriptomes in 7R^+^ ILC1s compared to 7 R^−^ ILC1s. Eighteen genes included in an indicated gene set from Reactome Pathway are shown. The lower heatmap shows relative gene expression levels in AL 7 R^−^ and 7R^+^ ILC1s. (**E**) The percentages of AL G1-ILC populations in control or *Rora*^+/−^ mice. Data are pooled from two independent experiments (WT, n=6; *Rora*^+/−^, n=6). (**F**) The percentages of AL G1-ILC populations in control or *Rora*^−/−^ mice. Data are from one experiment (WT, n=6; *Rora*^−/−^, n=6). (G–I) Flow cytometric (FCM) analysis of transferred AL 7 R^−^ and 7R^+^ ILC1s detected in the host liver at 4 weeks and 8 weeks post-transfer. Representative FCM profiles at 4 weeks post-transfer (**G**) and the percentages of the fate of transferred 7 R^−^ ILC1s (**H**) and 7R^+^ ILC1s (**I**) are shown. Data represent or are pooled from two (7 R^−^ ILC1 8 w, 7R^+^ ILC1 8w; n=3) and three (7 R^−^ ILC1 4 w, n=6; 7R^+^ ILC1 4w; n=4) independent experiments. (**J and K**) Host mice received with CPD-eFluor 450-labeled 7 R^−^ and 7R^+^ ILC1s are stimulated with i.p. injection of IL-15/IL-15Rα complex at days 1, 3, and 5. After 7 days, liver leukocytes of recipient mice were analyzed. Frequency of how many times each cell divides are calculated based on the FCM analysis of CPD-eFluor 450 dye dilution (**J**) (two independent experiments; n*=*6 for NK, n=5 for 7 R^−^ ILC1 and 7R^+^ ILC1) and the percentages of the fate of transferred AL 7 R^−^ ILC1s and 7R^+^ ILC1s (**K**) (two independent experiments; n*=*6 for 7 R^−^ ILC1, n=5 for 7R^+^ ILC1) are shown. RNA-seq data are from three (AL 7R^+^ ILC1s) and four (AL 7 R^−^ ILC1s) biological replicates (**D**). Data are presented as mean ± SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 2—source data 1.7R^+^ ILC1s are dispensable for the development of 7 R^−^ ILC1s in AL.

**Figure 2—figure supplement 1.**
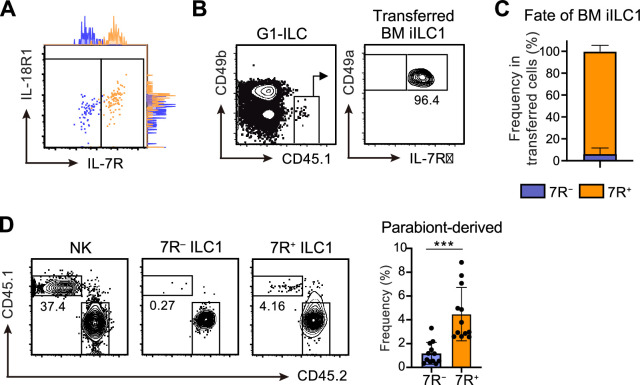
BM iILC1s have ability to give rise to AL 7*R*^+^ ILC1 s in vivo. (**A**) Representative FCM profiles and adjunct histograms of IL-7R and IL-18R1 expressions on transferred AL 7 R^−^ (blue) and 7R^+^ (orange) ILC1s detected in the host liver at 4 weeks post-transfer. Data represent two independent experiments (n=4 for 7 R^−^ ILC1 and 7R^+^ ILC1). (**B and C**) FCM analysis of transferred BM iILC1s (CD45.1) detected in the host liver (CD45.2) at 4 weeks post-transfer. Representative FCM profiles (**B**) and the percentages of transferred cell fate (**C**) are shown. Data represent or are pooled from two independent experiments (n=6). (**D**) FCM analysis of AL G1-ILCs in CD45.2 WT mice conjoined with CD45.1 WT mice in parabiosis experiments. Representative FCM profiles and the percentages of parabiont-derived cells in AL 7 R^−^ and 7R^+^ ILC1s are shown. Data represent or are pooled from four independent experiments (n=12 for 7 R^−^ ILC1 and 7R^+^ ILC1). Data are presented as mean ± SD. ***p<0.001.

To test this hypothesis, we first explored whether there were molecular pathways controlling the development of each ILC1 population individually. RNA-seq revealed that 7R^+^ ILC1s highly expressed RORα and were positively enriched with gene sets ‘RORA activates gene expression’ relative to 7 R^−^ ILC1s, based on gene set enrichment analysis (GSEA) (Figure 2D). 

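*Rora* (ENSMUSG00000032238, chromosome 9 from 68653786 to 69388246) of GRCm38 was 133 ± 24.4 (SD, n = 3) CPM in AL 7R+ ILC1s and 29.4 ± 8.40 (n = 4) in AL 7R- ILC1s, a log2 fold change of 2.17 (standard error 0.18, adjusted p = 3.62e-08) from edgeR's quasi-likelihood test. It was 206 ± 26.3 (n = 3) in BM iILC1s, 40.0 ± 5.72 (n = 3) in BM NK cells, 27.7 ± 0.704 (n = 3) in FL G1-ILCs and 26.4 ± 7.07 (n = 2) in AL NK cells. The set "RORA activates gene expression" was written from general knowledge of the pathway, with 18 genes, of which 17 could be tested and *Ppara* could not. *Smarcd3* was the other member to pass, with 2.34 (standard error 0.39, adjusted p = 3.48e-04), from 1.40 ± 0.496 to 7.01 ± 1.25. *Chd9* had -0.48 (standard error 0.16, adjusted p = 0.0801) and did not pass among all genes. Of the 17 members, 7 had a log2 fold change above 0 and 10 below (3 higher and 1 lower passed when adjusted over the list alone), with a median of -0.07. Camera gave the direction as up, opposite to the median, and did not call the set (p = 0.269, adjusted p = 0.393, and adjusted p = 0.465 with an estimated correlation). The normalized enrichment score of fgsea was 1.45 (p = 0.0824 by permutation of genes), and 1.08 (p = 0.375) without *Rora* itself. The rotation test fry of limma asks whether the members move one way on balance and compares them with no other genes. It called the set, with a p of 0.00281. The alternatives ranged from 0.00281 to 0.764 in p.

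**Figure D3:**
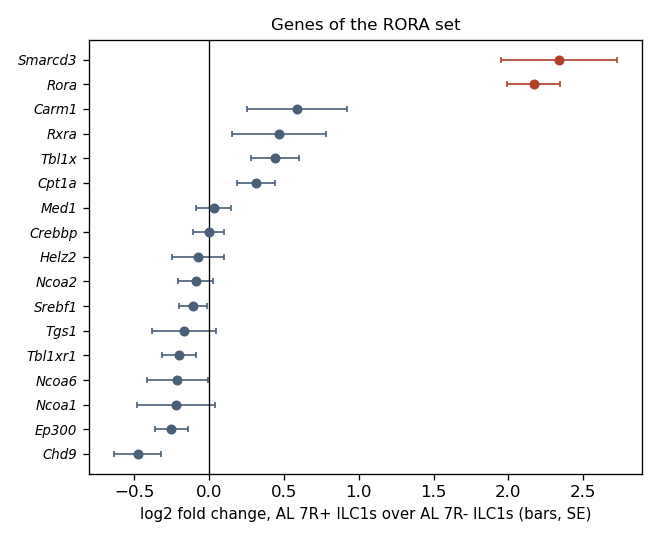
Log2 fold change of AL 7R+ ILC1s over AL 7R- ILC1s for the 17 tested genes of the RORA set, with the standard error as bars. Red points are *Smarcd3* and *Rora*, which passed an adjusted p of 0.05, at 2.34 and 2.17; the remaining points lie on both sides of 0.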

We therefore generated *Rora*^–/–^ mice to test the effect of RORα for 7R^+^ ILC1s. As *Rora*^–/–^ mice tend to die within 4 weeks after birth, we analyzed adult *Rora*^+/–^ mice or 2 weeks old *Rora*^–/–^ mice. 7R^+^ ILC1s were significantly reduced in *Rora*^+/–^ mice, while NK cells and 7 R^−^ ILC1s were unchanged (Figure 2E). In *Rora*^–/–^ mice, although whole ILC1s were significantly reduced in line with a recent study using *Ncr1*^Cre^ and *Vav1*^Cre^ *Rora*^fl/fl^ mice (Song et al., 2021), 7R^+^ ILC1s were the subset most apparently affected (Figure 2F). These data suggest that the development of 7 R^−^ ILC1s do not significantly depend on the presence of 7R^+^ ILC1s.

To make the developmental relationships between 7 R^−^ and 7R^+^ ILC1s clearer, we conducted adoptive transfer experiments under physiological conditions by using unirradiated CD45.1 WT host mice. 7 R^−^ and 7R^+^ ILC1s were isolated from AL, transferred, and the host liver were analyzed. For at least 2 months, little conversion was observed between 7 R^−^ and 7R^+^ ILC1s (Figure 2G–I), as evidenced by IL-7R and IL-18R1 expression (Figure 2—figure supplement 1A). In addition, transferred BM iILC1s gave rise to AL 7R^+^ ILC1s but not to 7 R^−^ ILC1s (Figure 2—figure supplement 1B and C), consistent with their transcriptional resemblance. However, parabiosis experiments showed that the replacement rate of AL 7R^+^ ILC1s were low (<5%), though significantly higher than that of 7 R^−^ ILC1s (Figure 2—figure supplement 1D), suggesting that both ILC1 subsets are tissue-resident. Thus, whether BM iILC1s actually contribute to AL 7R^+^ ILC1 pool is still unclear. To test the phenotypical stability of ILC1s in inflammatory states, we injected IL-15/IL-15Rα complex repeatedly into host mice that had received Cell Proliferation Dye (CPD) eFluor 450-labeled 7 R^−^ and 7R^+^ ILC1s. NK cells and 7R^+^ ILC1s proliferated more than 7 R^−^ ILC1s after the stimulation (Figure 2J), consistent with their basal Ki-67 expression levels (Figure 1—figure supplement 1G) and properties of cytokine responsiveness (Figure 1—figure supplement 1E). 7 R^−^ and 7R^+^ ILC1s were stable even after the IL-15/IL-15Rα stimulation (Figure 2K), confirming their stability in activated states. These results show that 7R^+^ ILC1s were rarely converted to 7 R^−^ ILC1s and not essential for the development of 7 R^−^ ILC1s under physiological conditions.

### FL G1-ILCs arise at hepatic parenchyma and give rise to 7R^−^ ILC1s in sinusoids

We next address the contribution of FL G1-ILCs to the development of AL 7 R^−^ ILC1s. Adoptively transferred FL G1-ILCs differentiated into CD49a^+^CD49b^lo^ mature ILC1s in AL (Figure 3A) and they completely lacked IL-7R (Figure 3B). To confirm the direct contribution of FL G1-ILCs to the adult pool of 7 R^−^ ILC1s, we performed fate-mapping experiments using Ncr1-CreERT2 Tg mice (Nabekura and Lanier, 2016) crossed with Rosa26-tdTomato mice. After tamoxifen injection into pregnant mice at E17.5, liver of neonatal and 4 weeks old pups were analyzed. TdTomato expression was clearly restricted to IL-7R^−^ fractions within neonatal G1-ILCs and AL ILC1s (Figure 3C–E, Figure 3—figure supplement 1A), consistent with previous studies (Chen et al., 2022; Sparano et al., 2022). As shown in these studies, fate-mapped 7 R^−^ ILC1s showed a skewed expression of Ly49E/F, though they also contained Ly49E/F^−^ population (20–25%) (Figure 3—figure supplement 1B–1D). Labeling efficiency was 40% in neonatal IL-7R^−^ G1-ILCs and 20% in 7 R^−^ ILC1s in 4 weeks old mice (Figure 3F and G). These results confirm a direct, albeit partial, contribution of FL G1-ILCs to the adult pool of 7 R^−^ ILC1s.

**Figure 3.**
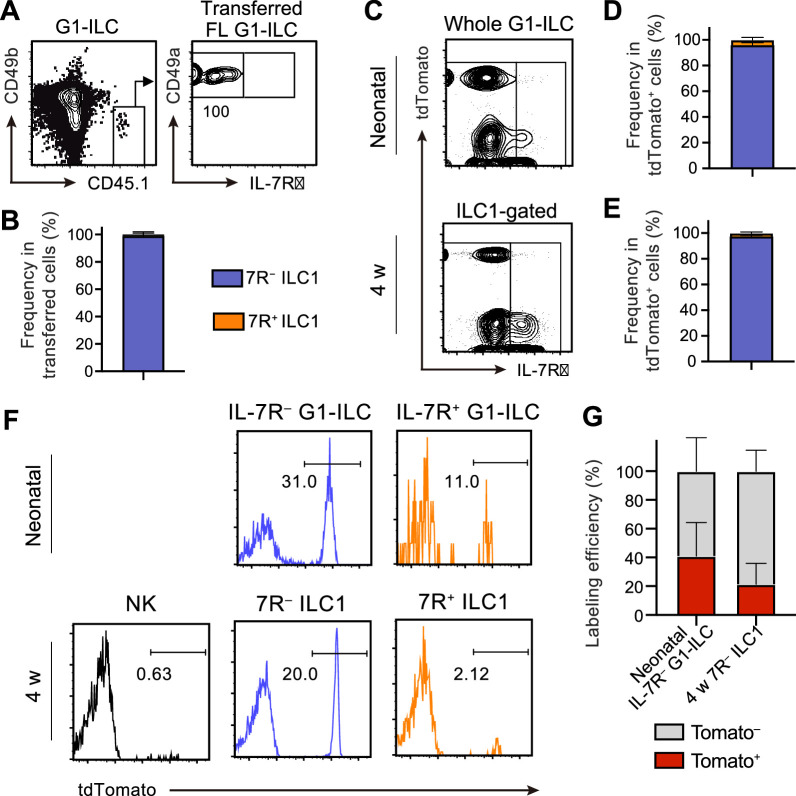
FL G1-ILCs exclusively give rise to 7 R^−^ ILC1s. (**A and B**) FCM analysis of transferred FL G1-ILCs (CD45.1) detected in the host liver (CD45.2) at 4 weeks post-transfer. Representative FCM profiles (**A**) and the percentages of transferred cell fate (**B**) are shown. Data represent or are pooled from two independent experiments (n=4). (C–E) FCM analysis of tdTomato^+^ cells in neonatal and adult Ncr1-CreERT2 Rosa26-tdTomato mice treated with tamoxifen at E17.5. Representative FCM plots (**C**) and the percentage of the fate of tdTomato^+^ cells in neonates (**D**) and 4 weeks old mice (**E**) are shown. Blue, IL-7R^−^ fraction; orange, IL-7R^+^ fraction. Data represent or are pooled from three independent experiments (neonatal, n=10; 4 w, n=5). (**F and G**) FCM analysis of tdTomato expression on indicated G1-ILC populations in Ncr1-CreERT2 Rosa26-tdTomato mice treated with tamoxifen at E17.5. Representative histograms (**F**) and the percentages of tdTomato^+^ and tdTomato^−^ fractions in neonatal IL-7R^−^ G1-ILCs and 7 R^−^ ILC1s in 4 weeks old mice (**G**) are shown. Data represent or are pooled from three independent experiments (neonatal, n=10; 4 w, n=5). Data are presented as mean ± SD. Figure 3—source data 1.FL G1-ILCs exclusively give rise to 7 R^−^ ILC1s.

**Figure 3—figure supplement 1.**
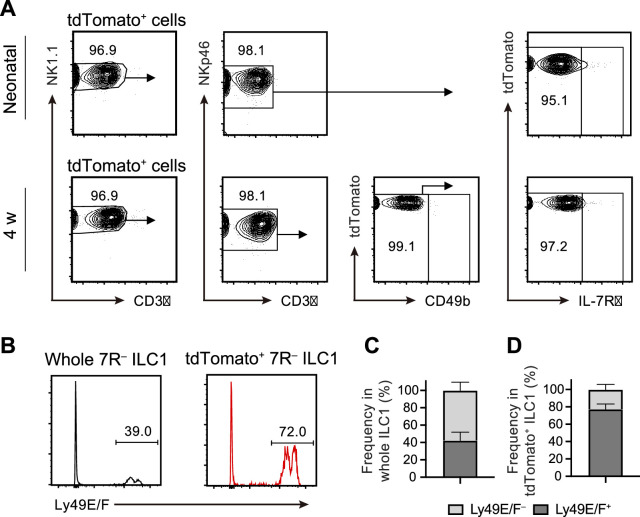
FL G1-ILCs contribute to AL 7 R^−^ ILC1 pool. (**A**) FCM analysis of tdTomato^+^ cells in AL of Ncr1-CreERT2 Rosa26-tdTomato mice treated with tamoxifen at E17.5. Representative FCM plots in neonates and 4 weeks old mice are shown. Data represent three independent experiments (neonatal, n*=*10; 4 w, n*=*5). (**B–D**) FCM analysis of Ly-49E/F expression on 7 R^−^ ILC1s. Representative histograms (**B**) and the percentages of Ly-49E/F^+^ and Ly-49E/F^−^ fraction in whole 7 R^−^ ILC1s (**C**) or in tdTomato^+^ 7R^−^ ILC1s (**D**) are shown. Data represent or are pooled from three independent experiments (n=5). Data are presented as mean ± SD.

To investigate the detailed developmental process of FL G1-ILCs and AL ILC1s in vivo, we examined their spatiotemporal distributions. In immunostaining analysis, FL G1-ILCs were identified as NKp46^+^ cells in WT mice (Figure 4A). AL NK cells and ILC1s were identified as NKp46^+^GFP^−^ and NKp46^+^GFP^+^ cells in *Cxcr6*^GFP/+^ mice, respectively (Figure 4B and Figure 5—figure supplement 1A). In E18.5 liver, FL G1-ILCs mostly distributed at perivascular sites, outside of the sinusoidal lumen (here termed parenchyma; Figure 4A). In contrast, over 85% of whole ILC1s and NK cells were within sinusoids in AL (Figure 4B and C). Although we could not detect IL-7R expression on ILC1s by immunofluorescence, flow cytometry (FCM)-based analysis of intravenous (i.v.) CD45.2 staining confirmed similar intravascular locations of 7 R^−^ and 7R^+^ ILC1s as well as NK cells, T cells, and NKT cells in AL (Figure 4D and E). In contrast, ILC2s were not efficiently labeled by i.v. staining, consistent with perivascular localization of liver ILC2s observed so far (Dahlgren et al., 2019). Interestingly, a population of AL Lin^–^Sca-1^+^Mac-1^+^ (LSM) cells, local precursors for ILC1s (Bai et al., 2021), were also not well labeled by i.v. staining. Thus, there are localization shifts between ILC1 precursors and mature ILC1s in the liver: FL G1-ILCs and some LSM cells distribute to parenchyma, whereas AL G1-ILCs including 7 R^−^ ILC1s reside within sinusoids. These observations suggest that FL G1-ILCs arise at parenchyma and then infiltrate into sinusoids during maturation toward 7 R^−^ ILC1s.

**Figure 4.**
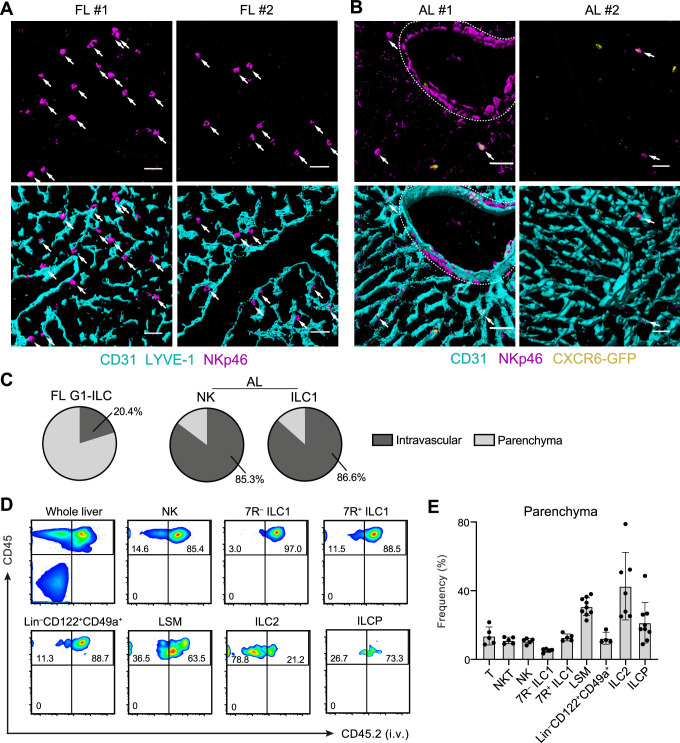
Liver G1-ILCs shift distributions from parenchyma to sinusoids during development. (**A and B**) 3D-reconstructed immunofluorescence images of frozen sections of FL from WT mice (A; n=4) and AL from *Cxcr6*^GFP/+^ mice (B; n=4) stained with anti-NKp46 (magenta) and anti-CD31 and/or anti-LYVE-1 (for FL endothelium) (cyan) antibodies. GFP signals are shown in yellow. White arrows indicate G1-ILCs. Hepatic artery is circled by a dotted line. Scale bar, 40 μm. (**C**) The percentages of indicated G1-ILC subsets localized inside (intravascular) or outside (parenchyma) of the blood vessels. Data represent randomly counted 323 cells for FL G1-ILCs pooled from four E18.5 WT mice and 232 cells for AL NK cells as well as 136 cells for AL ILC1s pooled from four *Cxcr6*^GFP/+^ mice. (**D and E**) FCM analysis of AL of mice injected i.v. with PE/Cy7 anti-CD45.2 antibody 2 min before the liver perfusion and leukocyte isolation. Representative FCM profiles (**D**) and the percentages of cells unlabeled by i.v. CD45.2 staining within CD45^+^ cells (considered as parenchyma-distributed cells) (**E**) are shown. Data represent or are pooled from two (n=5 for T, NKT, NK, 7R^+^ ILC1, and 7 R^−^ ILC1), four (n=7 for ILC2 and Lin^–^CD49a^+^CD122^+^ cells), and five (n=9 for ILCP and LSM cells) independent experiments. Data are presented as mean ± SD. Figure 4—source data 1.Liver G1-ILCs shift distributions from parenchyma to sinusoids during development.

### Hepatocyte-derived IL-15 supports the parenchymal development of 7R^−^ ILC1s

Given that the possible origins of FL G1-ILCs and 7 R^−^ ILC1s are liver parenchyma, we asked the role of parenchymal microenvironments for ILC1 development. Since IL-15, transpresented as an IL-15/IL-15Rα complex, is a local determinant of G1-ILC homeostasis (Ikuta et al., 2021), we generated *Il15*^fl/fl^ mice and crossed them with several Cre-driver lines. Reanalysis of single nuclei RNA-seq (snRNA-seq) data of whole liver cells from Liver Cell Atlas (https://www.livercellatlas.org/) revealed that *Il15* gene was highly expressed by macrophages and endothelial cells and, to a lesser extent, by hepatocytes, while *Il15ra* expression was prominent in hepatocytes (Figure 5A and B, and Figure 5—figure supplement 1B). We therefore focused on IL-15 produced by hepatocytes, macrophages, and endothelial cells. To target parenchymal IL-15, we generated Alb-Cre *Il15*^fl/fl^ mice, which lacked IL-15 in hepatocytes. In Alb-Cre *Il15*^fl/fl^ mice, FL G1-ILCs were significantly reduced (Figure 5C). Notably, Alb-Cre *Il15*^fl/fl^ mice also showed reduction of AL 7 R^−^ ILC1s in contrast to unchanged NK cells, 7R^+^ ILC1s, and NKT cells (Figure 5D and E, and Figure 5—figure supplement 1C), despite their similar intravascular localizations. These data corroborate the precursor-progeny relationship of FL G1-ILCs and AL 7 R^−^ ILC1s and also the parenchymal origin of 7 R^−^ ILC1s. To further define the IL-15 niches for G1-ILCs, we generated *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice, which target vascular IL-15 sources including sinusoidal endothelial cells and a fraction of hematopoietic cells (Lim et al., 2018; Pham et al., 2010). In *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice, all AL G1-ILC subsets were significantly reduced (Figure 5F). We analyzed another mouse line targeting intravascular IL-15 sources, Lyz2-Cre *Il15*^fl/fl^ mice, which lack IL-15 in myeloid cells. Lyz2-Cre *Il15*^fl/fl^ mice showed similar two-fold reductions of AL NK cells, 7 R^−^ ILC1s, and 7R^+^ ILC1s (Figure 5G), confirming the similar IL-15 requirements among all G1-ILC subsets. Notably, expression of Bcl-2, a survival factor downstream of IL-15, was downregulated in all G1-ILCs of *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice (Figure 5H and I), whereas Bcl-2 and Ki-67 levels were unchanged in Alb-Cre *Il15*^fl/fl^ mice (Figure 5J and K). These results indicate that parenchymal IL-15 has no direct impact on mature 7 R^−^ ILC1s in sinusoids whereas intravascular IL-15 directly supports the survival of all AL G1-ILCs. Alb-Cre *Il15*^fl/fl^ mice had reduced Lin^−^CD122^+^CD49a^+^ ILC1 precursors in AL (Figure 5—figure supplement 1D), suggesting an impaired development of 7 R^−^ ILC1s. Thus, these data demonstrate that hepatocyte-derived IL-15 supports the development of 7 R^−^ ILC1s at parenchyma, thereby maintaining AL 7 R^−^ ILC1s infiltrated in sinusoids.

**Figure 5.**
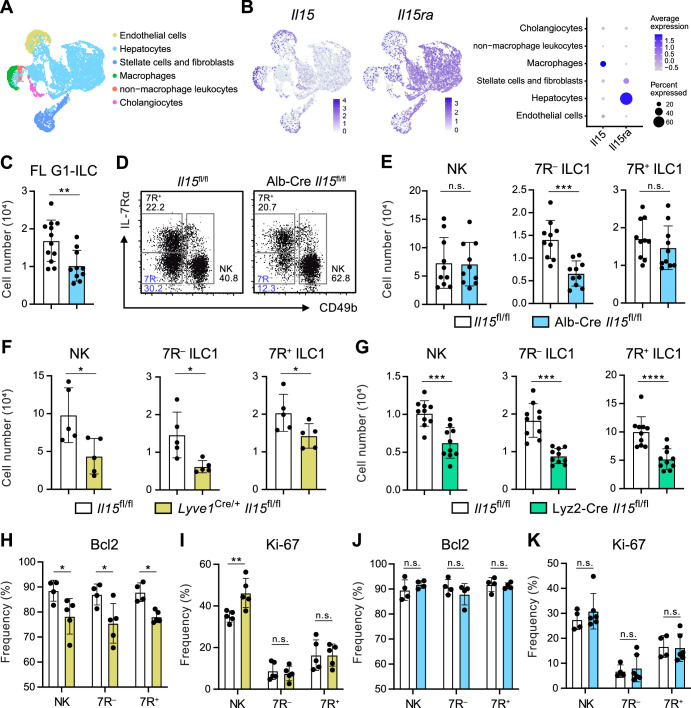
Hepatocytes provide the parenchymal IL-15 niche regulating the local development of 7 R^−^ ILC1s. (**A and B**) Single nuclei RNA-seq (snRNA-seq) analysis of mouse whole liver cells (Liver Cell Atlas; https://www.livercellatlas.org/). UMAP visualization (**A**) and expression levels of *Il15* and *Il15ra* (**B**) in each cell population assigned in Figure 5—figure supplement 1B are shown. (**C**) The cell number of FL G1-ILCs in control or Alb-Cre *Il15*^fl/fl^ mice. Data are pooled from two independent experiments (*Il15*^fl/fl^, n=12; Alb-Cre *Il15*^fl/fl^, n=10). (**D and E**) FCM analysis of AL G1-ILCs in control or Alb-Cre *Il15*^fl/fl^ mice. Representative FCM plots (**D**) and the cell number of each population (**E**) are shown. Data represent or are pooled from two independent experiments (*Il15*^fl/fl^, n=10; Alb-Cre *Il15*^fl/fl^, n=10). (**F and G**) The cell number of indicated G1-ILC populations in *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice (**F**) (two independent experiments; n=5 for *Il15*^fl/fl^ and *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice) or Lyz2-Cre *Il15*^fl/fl^ mice (**G**) (two independent experiments; n=10 for *Il15*^fl/fl^ and Lyz2-Cre *Il15*^fl/fl^ mice) compared to controls. (**H and I**) The percentages of Bcl-2 (**H**) (two independent experiments; n=4 for *Il15*^fl/fl^, n=5 for *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice) and Ki-67 (**I**) (two independent experiments; n=5 for *Il15*^fl/fl^, n=5 for *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice) expressing cells within each G1-ILC population in control or *Lyve1*^Cre/+^ *Il15*^fl/fl^ mice. (**J and K**) The percentages of Bcl-2 (**J**) (two independent experiments; n=4 for *Il15*^fl/fl^, n=4 for Alb-Cre *Il15*^fl/fl^ mice) and Ki-67 (**K**) (two independent experiments; n=4 for *Il15*^fl/fl^, n=6 for Alb-Cre *Il15*^fl/fl^ mice) expressing cells within each G1-ILC population in control or Alb-Cre *Il15*^fl/fl^ mice. Data are presented as mean ± SD. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Figure 5—source data 1.Hepatocytes provide the parenchymal IL-15 niche regulating the local development of 7 R^−^ ILC1s.

**Figure 5—figure supplement 1.**
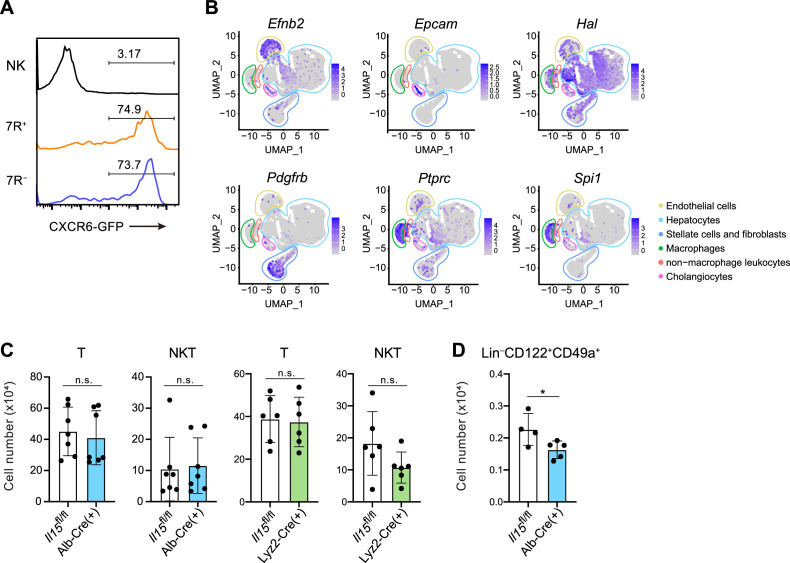
Liver IL-15-producing cells supports lymphoid cells in a subset-dependent manner. (**A**) Expression of GFP on AL NK cells, 7 R^−^ ILC1s, and 7R^+^ ILC1s in *Cxcr6*^GFP/+^ mice. Data represent two independent experiments (n=4 for all subsets). (**B**) UMAP visualization of snRNA-seq analysis of mouse whole liver cells (Liver Cell Atlas; https://www.livercellatlas.org/). Cell identity of each cluster was defined based on the expression of *Efnb2*, *Epcam*, *Hal*, *Pdgfb*, *Ptprc*, and *Spi1*. (**C**) The cell number of AL T cells and CD3^+^NK1.1^+^ (NKT) cells in control, Alb-Cre *Il15*^fl/fl^ mice, or Lyz2-Cre *Il15*^fl/fl^ mice. Data are pooled from four (left; n=7 for T and NKT cells in *Il15*^fl/fl^ and Alb-Cre *Il15*^fl/fl^ mice) and three (right; n=6 for T and NKT cells in *Il15*^fl/fl^ and Lyz2-Cre *Il15*^fl/fl^ mice) independent experiments. (**D**) The cell number of Lin^−^CD122^+^CD49a^+^ cells in control or Alb-Cre *Il15*^fl/fl^ mice. Data are pooled from two independent experiments (n=4, *Il15*^fl/fl^; n=5, Alb-Cre *Il15*^fl/fl^). Data are presented as mean ± SD. *p<0.05.

### Steady-state mTOR activity confers granzyme B-mediated cytotoxicity in 7R^−^ ILC1s

Cytotoxicity is one of the most pivotal functions of G1-ILCs, though the contribution of ILC1s remains controversial. By focusing on the ILC1 heterogeneity, we attempted to describe the G1-ILC effector function in detail. In steady state, minimal levels of granzyme B and death ligands were found on NK cells, while 7 R^−^ ILC1s expressed both granzyme B and TRAIL, the latter of which was also expressed on 7R^+^ ILC1s (Figure 6A and B, Figure 6—figure supplement 1A, B; Friedrich et al., 2021). In line with this, freshly isolated 7 R^−^ ILC1s remarkably lysed multiple tumor cells including YAC-1 (Figure 6C), Hepa1-6 (Figure 6D), and B16F10 cells (Figure 6E). By contrast, NK cells and 7R^+^ ILC1s showed only slight or no cytotoxicity against these tumor cells, consistent with a previous study showing minimal cytotoxicity of unstimulated NK cells (Fehniger et al., 2007). To determine the effector pathways 7 R^−^ ILC1s rely on, we added concanamycin A (CMA), an inhibitor for perforin/granzyme pathways (Kataoka et al., 1994), and neutralizing antibodies for TRAIL and FasL to the coculture systems. Killing of Hepa1-6 cells by 7 R^−^ ILC1s was markedly inhibited by CMA, and to a lesser extent by anti-TRAIL antibody (Figure 6F). 

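*Gzma* (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100981) of GRCm38, which encodes granzyme A, was 17720 ± 51.9 (SD, n = 3) CPM in FL G1-ILCs, 9170 ± 928 (n = 4) in AL 7R- ILC1s and 7430 ± 105 (n = 2) in AL NK cells. It was 3738 ± 312 (n = 3) in BM NK cells, 1328 ± 104 (n = 3) in AL 7R+ ILC1s and 207 ± 78.0 (n = 3) in BM iILC1s. By edgeR's quasi-likelihood test, AL 7R+ ILC1s fell below AL NK cells with a log2 fold change of -2.48 (standard error 0.17, adjusted p = 2.97e-10) and below AL 7R- ILC1s with -2.79 (standard error 0.16, adjusted p = 9.88e-11). AL 7R- ILC1s differed from AL NK cells by 0.30 (standard error 0.16, adjusted p = 0.198), which passed with no filter on low counts (adjusted p = 2.66e-05) and in a fit of these groups alone (adjusted p = 0.0121). *Gzmc* (ENSMUSG00000079186, chromosome 14 from 56231441 to 56234656), which encodes granzyme C, was 254 ± 49.9 in AL 7R- ILC1s, 134 ± 3.63 in AL 7R+ ILC1s and 68.0 ± 11.3 in FL G1-ILCs. It was 9.97 ± 7.79 in BM iILC1s, 3.88 ± 1.84 in BM NK cells and 1.97 ± 0.0942 in AL NK cells. It exceeded AL NK cells by 6.08 (standard error 0.50, adjusted p = 4.74e-09) in AL 7R+ ILC1s and 7.00 (standard error 0.49, adjusted p = 2.89e-10) in AL 7R- ILC1s. The lower level in AL 7R+ ILC1s than in AL 7R- ILC1s, with -0.92 (standard error 0.25, adjusted p = 0.0251), did not pass with DESeq2 (adjusted p = 0.189), with replicate numbers as a block (adjusted p = 0.0648) or without AL 7R- ILC1 replicate 1 (-0.90, adjusted p = 0.0614) or 4 (-0.79, adjusted p = 0.0917), or AL 7R+ ILC1 replicate 1 (-0.92, adjusted p = 0.0756), 2 (-0.93, adjusted p = 0.0761) or 3 (-0.90, adjusted p = 0.0954). *Gzmb* (ENSMUSG00000015437, chromosome 14 from 56258838 to 56262260) was 6930 ± 31.2 in FL G1-ILCs, 5174 ± 827 in AL 7R- ILC1s, 1282 ± 304 in AL NK cells, 1071 ± 181 in AL 7R+ ILC1s and 73.5 ± 10.4 in BM iILC1s. AL 7R+ ILC1s were below AL 7R- ILC1s by -2.27 (standard error 0.14, adjusted p = 4.09e-10). *Prf1*, which encodes perforin, was 1969 ± 137 in AL NK cells, 467 ± 26.7 in AL 7R- ILC1s and 355 ± 53.1 in AL 7R+ ILC1s. Of 20 genes of cytotoxic effectors, 2 were higher and 9 lower in AL 7R+ ILC1s than in AL 7R- ILC1s (2 and 10 when adjusted over the list alone). The list had a camera adjusted p = 3.88e-04, kept with an estimated correlation. Compared with BM iILC1s, AL 7R+ ILC1s had 8 higher and 1 lower (10 and 2 when adjusted over the list alone). Camera gave this list an adjusted p = 1.08e-04, kept with an estimated correlation.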

Despite the expression of granzyme A in NK cells and granzyme C in 7R^+^ ILC1s (Nixon et al., 2022; Figure 6—figure supplement 1C and D), CMA had no effect to their cytotoxicity. Other granzyme genes (*Gzmf*, *k*, *n*, and *m*) were undetectable in ILC1s (data not shown). These results suggest that granzyme B plays a major role in the cytotoxicity of 7 R^−^ ILC1s.

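*Gzmf* (ENSMUSG00000015441, chromosome 14 from 56205263 to 56211417) of GRCm38 had 0 counts in the 3 libraries of AL 7R+ ILC1s, 1 in AL 7R- ILC1s, 3 in FL G1-ILCs and 1 in BM iILC1s. *Gzmn* (ENSMUSG00000015443, chromosome 14 from 56165797 to 56174599) had 4 counts in AL 7R+ ILC1s, 2 in AL 7R- ILC1s, 2 in FL G1-ILCs and 0 in BM iILC1s. Both fell below the filter on low counts and were not tested. A count of 0 in AL 7R+ ILC1s allows a level of up to 0.177 CPM, from 3 counts over the group. *Gzmk* (ENSMUSG00000042385, chromosome 13 from 113171608 to 113225908) was 1.53 ± 1.23 (SD, n = 4) CPM in AL 7R- ILC1s and 6.03 ± 1.58 (n = 3) in FL G1-ILCs, with 3 counts in AL 7R+ ILC1s and 2 in BM iILC1s. It was 29.8 ± 4.60 (n = 3) in BM NK cells and 9.93 ± 1.41 (n = 2) in AL NK cells. The ratio of AL NK cells to AL 7R+ ILC1s was 55.4, with an exact counting interval of 18.3 to 273 (adjusted p = 3.33e-06 from edgeR's quasi-likelihood test). AL 7R- ILC1s had a log2 fold change against AL NK cells of -2.58 (standard error 0.49, adjusted p = 4.17e-04), and FL G1-ILCs of -0.72 (standard error 0.49, adjusted p = 0.253). *Gzmm* (ENSMUSG00000054206, chromosome 10 from 79689020 to 79695261) was 2.75 ± 0.884 in AL 7R+ ILC1s, 2.58 ± 0.682 in AL 7R- ILC1s, 1.25 ± 0.683 in FL G1-ILCs and 4.79 ± 2.68 in BM iILC1s. It was 18.1 ± 1.53 in AL NK cells and 16.2 ± 5.04 in BM NK cells. Its counts summed to 44 in AL 7R+ ILC1s and 50 in AL 7R- ILC1s, with every library above 0. Against AL NK cells, *Gzmm* fell with -2.74 (standard error 0.46, adjusted p = 1.49e-04) in AL 7R+ ILC1s, -2.81 (standard error 0.43, adjusted p = 3.15e-05) in AL 7R- ILC1s, -3.79 (standard error 0.50, adjusted p = 3.07e-06) in FL G1-ILCs and -1.92 (standard error 0.45, adjusted p = 0.00477) in BM iILC1s. The granzyme genes lie in clusters of similar sequence, and reads shared between them were not examined here, since how the authors counted them is not stated. Intervals and limits cover counting error only.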

**Figure 6.**
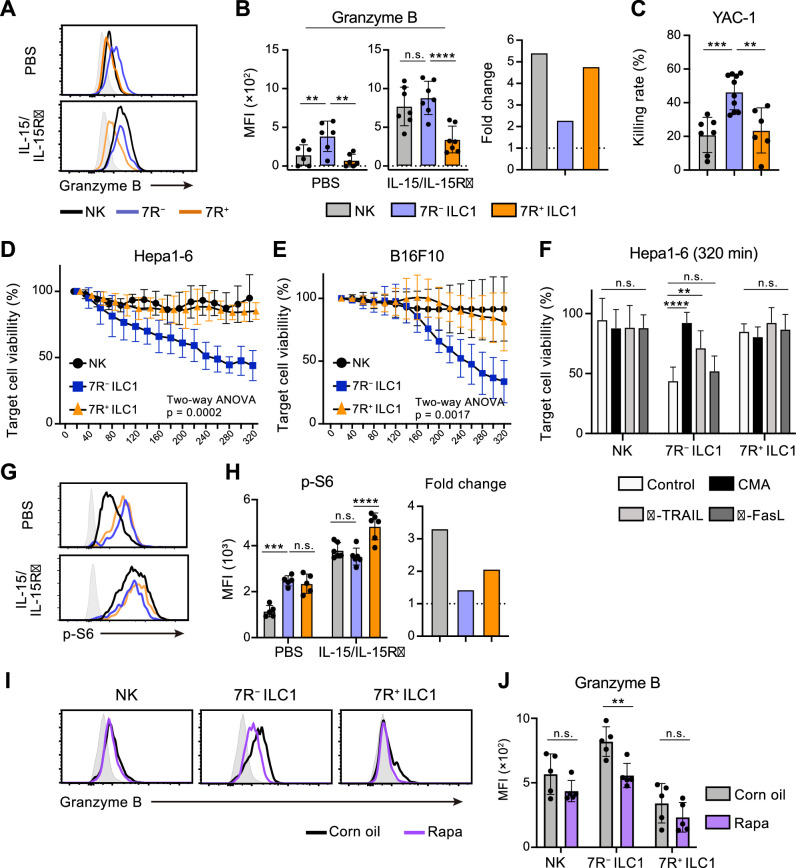
7 R^−^ ILC1s exhibit cytotoxicity via granzyme B expression underpinned by steady-state mTOR activation. (**A and B**) Granzyme B expression on each AL G1-ILC population in control or IL-15/IL-15Rα-treated mice. Representative histograms (**A**), MFI (B, left), and its fold change after the IL-15/IL-15Rα treatments (B, right) are shown. Shaded histograms (grey) indicate isotype controls. Data represent or are pooled from three independent experiments (PBS, n=6; IL-15/IL-15Rα, n=7). (**C**) The percentages of annexin Ⅴ^+^PI^+^ YAC-1 cells in flow-based cytotoxicity assays. Freshly isolated effector cells were co-cultured with target cells for 4 hours (E:T ratio = 10:1). Data are pooled from two independent experiments (NK, n=7; 7 R^−^ ILC1, n=10; 7R^+^ ILC1, n=6). (**D and E**) Target cell viability at each timepoint in time-lapse cytotoxicity assay using Hepa1-6 cells (**D**) (two independent experiments; n*=*6 for NK, n*=*6 for 7 R^−^ ILC1, and n*=*4 for 7R^+^ ILC1 in all timepoints) and B16F10 cells (**E**) (two independent experiments; n*=*7 for NK, n*=*8 for 7 R^−^ ILC1, and n*=*8 for 7R^+^ ILC1 in all timepoints) as target cells. Freshly isolated effector cells were co-cultured with target cells up to 6 hours (E:T ratio = 10:1). (**F**) Hepa1-6 cell viability at 320 min in time-lapse cytotoxicity assays supplemented with concanamycin A (CMA) or neutralizing antibody for TRAIL (α-TRAIL) or FasL (α-FasL) compared to vehicle-supplemented controls. Data are pooled from two independent experiments (NK, n=6; 7 R^−^ ILC1, n=6; 7R^+^ ILC1, n=4). (**G and H**) FCM analysis of phosphorylation of S6 in NK cells (black), 7 R^−^ ILC1s (blue), and 7R^+^ ILC1s (orange) in control or IL-15/IL-15Rα-treated mice. Representative histograms (**G**), MFI (left), and its fold change after the IL-15/IL-15Rα treatments (right) (**H**) are shown. Shaded histograms (grey) indicate isotype controls. Data represent or are pooled from three independent experiments (PBS, n=5; IL-15/IL-15Rα, n=6). (**I and J**) FCM analysis of granzyme B expressed on each AL G1-ILC population in control or rapamycin-treated (rapa) mice. Representative histograms (**I**) and MFI (**J**) are shown. Shaded histograms (grey) indicate isotype controls. Data represent or are pooled from three independent experiments (corn oil, n=5; rapa, n=5). Data are presented as mean ± SD. **p<0.01, ***p<0.001, ****p<0.0001. Figure 6—source data 1.7 R^−^ ILC1s exhibit cytotoxicity via granzyme B expression underpinned by steady-state mTOR activation.

**Figure 6—figure supplement 1.**
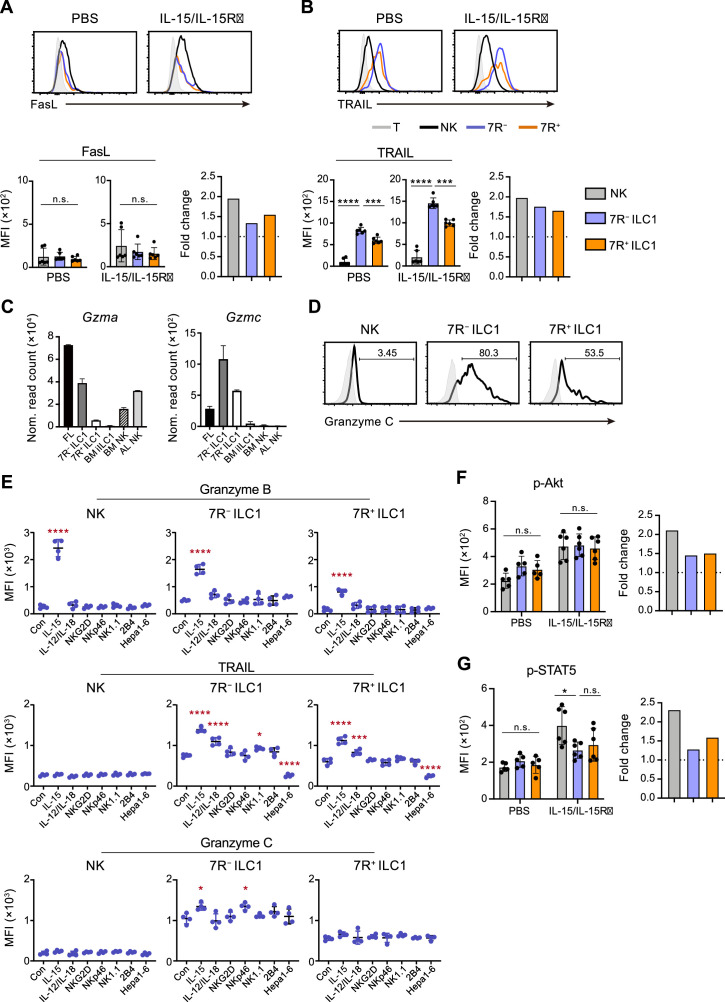
Differential effector molecule expression and cytokine responsiveness among heterogenous G1-ILC subsets. (**A and B**) Expression of FasL (**A**) (two independent experiments; n=6 for PBS and IL-15/IL-15Rα) and TRAIL (**B**) (two independent experiments; n=6 for PBS and IL-15/IL-15Rα) on each AL G1-ILC population in control or IL-15/IL-15Rα-treated mice. Representative histograms (upper), MFI (lower left), and its fold change after the IL-15/IL-15Rα treatments (lower right) are shown. (**C**) Normalized read counts of *Gzma* and *Gzmc* expressed on each G1-ILC population obtained from RNA-seq. (**D**) Expression of granzyme C protein on NK cells, 7 R^−^ ILC1s, and 7R^+^ ILC1s in AL. Data represent two independent experiments (n=3 for all subsets). (**E**) Expression of granzyme B, TRAIL, and granzyme C on G1-ILC subsets after the in vitro stimulation with indicated cytokines, cross-linking of NK receptors, and the co-culture with tumor cells (two independent experiments; n=4 for all subsets and conditions). (**F and G**) Phosphorylation levels of Akt (**F**) (three independent experiments; n=5 for PBS and IL-15/IL-15Rα) and STAT5 (**G**) (three independent experiments; n=6 for PBS and IL-15/IL-15Rα) on each AL G1-ILC population in control or IL-15/IL-15Rα-treated mice. MFI (left) and its fold change after the IL-15/IL-15Rα treatments (right) are shown. RNA-seq data are from two (AL NK cells), three (AL 7R^+^ ILC1s, BM iILC1s, and BM NK cells), and four (FL G1-ILCs and AL 7 R^−^ ILC1s) biological replicates (**C**). Data are presented as mean ± SD. *p<0.05, ***p<0.001, ****p<0.0001.

Cellular amount of granzyme B is well correlated to and primarily responsible for the NK cell cytotoxicity (Bhat et al., 2007; Gwalani and Orange, 2018; Prager et al., 2019). Although granzyme B expression and killing capacity of NK cells are weak at steady state, stimulation by cytokines, especially by IL-15, enable to induce both of them (Fehniger et al., 2007; Marçais et al., 2014; Prager et al., 2019). To test whether 7 R^−^ ILC1s share such an activation machinery, we analyzed their expression of effector molecules after the stimulation. Expression levels of granzyme B, as well as TRAIL and granzyme C, in each G1-ILC subset were clearly upregulated by in vitro stimulation of IL-15 (Figure 6—figure supplement 1E) and in vivo injection of IL-15/IL-15Rα complex (Figure 6A and B, Figure 6—figure supplement 1A, and 1B). Interestingly, however, both IL-15 stimulation and IL-15/IL-15Rα injection enhanced granzyme B more efficiently on NK cells than 7 R^−^ ILC1s, and thereby the granzyme B levels of NK cells overwhelmed or got comparable to those of 7 R^−^ ILC1s (Figure 6A and Figure 6—figure supplement 1E). IL-15/IL-15Rα injection also triggered the phosphorylation of STAT5, Akt, and ribosomal protein S6 (a target of mTOR), which are critical for the IL-15-induced effector function (Ali et al., 2015), in NK cells and 7R^+^ ILC1s but to a lesser degree in 7 R^−^ ILC1s (Figure 6G and H, Figure 6—figure supplement 1F, and 1 G). These data suggest that the cytotoxic capacity of 7 R^−^ ILC1s are different from that of NK cells in terms of responsiveness and requirement for the cytokine stimulation. Interestingly, the phosphorylation level of S6 was rather higher in ILC1s than NK cells in unstimulated mice (Figure 6G and H). Notably, injection of rapamycin, an mTOR complex inhibitor, downregulated granzyme B expression in 7 R^−^ ILC1s to a level comparable to that in NK cells (Figure 6I and J). By contrast, granzyme B levels in NK cells and 7R^+^ ILC1s were unaffected. Collectively, these results show that 7 R^−^ ILC1s exhibit cytotoxicity in their steady state through granzyme B expression, which is supported by their constitutive mTOR activation.

## Discussion

In this study, we have characterized the developmental process and functional heterogeneity of liver G1-ILCs. Hepatocytes shape IL-15 niches supporting parenchymal development of FL G1-ILCs, that differentiate into 7 R^−^ ILC1s in sinusoids. Functionally, 7 R^−^ ILC1s exhibit granzyme B-mediated cytotoxicity in steady state, in sharp contrast to less cytotoxic resting NK cells.

ILC1 heterogeneity has been extensively addressed recently. In the liver, ILC1s are separated into IL-7R^−^ and IL-7R^+^ populations (Friedrich et al., 2021; Sparano et al., 2022; Yomogida et al., 2021), the latter of which can differentiate into the former when cultured in vitro or transferred into lymphopenic mice (Friedrich et al., 2021). However, we show that 7 R^−^ and 7R^+^ ILC1s behave like independent subsets under physiological conditions: decline of 7 R^−^ ILC1s and accumulation of 7R^+^ ILC1s with age, requirements for RORα specifically in 7R^+^ ILC1s, and phenotypical stability between 7 R^−^ and 7R^+^ ILC1s when transferred into WT host mice. Such a contradiction might be due to the highly nutrient- and cytokine-accessible environments in the culture systems and lymphopenic hosts that might trigger non-physiological activation and phenotypic shift of 7R^+^ ILC1s. Indeed, our model rather gives an explanation for the ILC1 heterogeneity in inflammatory disease models using healthy mice observed so far. In mouse models of contact hypersensitivity, MCMV infection, and liver injury, ILC1s with high expression of cytokine receptors (IL-7R, CD25, and/or IL-18R) highly proliferate and accumulate in AL, thereby forming the memory and protecting liver from infection and injury (Nabekura et al., 2020; Wang et al., 2018; Weizman et al., 2019). AL 7R^+^ ILC1s resemble such ‘memory-like’ or ‘activated’ ILC1s in terms of the surface phenotype and high proliferation potentials. These observations suggest a hypothesis that a preferential proliferation of pre-existing stable 7R^+^ ILC1s, rather than inflammation-specific ILC1s induced from naïve ILC1s, may contribute to liver immunity and homeostasis.

Several previous studies have pointed out the precursors for ILC1s: BM iILC1s (Klose et al., 2014), FL G1-ILCs (Constantinides et al., 2015; Daussy et al., 2014), and local precursors in the liver such as LSM cells and Lin^−^CD122^+^CD49a^+^ cells (Bai et al., 2021). In particular, FL G1-ILCs are precursors for AL Ly-49E^+^ ILC1s (Chen et al., 2022; Sparano et al., 2022). Although AL Ly-49E^+^ ILC1s are included in and account for 30–40% of AL 7 R^−^ ILC1s, fate-mapping reveals that FL-derived 7 R^−^ ILC1s contain also an Ly49E/F^−^ population (20–25%), suggesting further heterogeneity in FL-derived ILC1s. Considering the partial contribution (about 50%) of FL G1-ILCs to AL 7 R^−^ ILC1 pool estimated by fate-mapping, local ILC1 precursors such as LSM cells and Lin^−^CD122^+^CD49a^+^ cells might be the other sources for 7 R^−^ ILC1s. By contrast, the origin of AL 7R^+^ ILC1s remains to be solved. We show that BM iILC1s have a potential to differentiate into AL 7R^+^ ILC1s, but the actual contribution is unclear. As both AL 7 R^−^ and 7R^+^ ILC1s were rarely replaced during parabiosis experiments using adult mice, it is possible that a transiently migrated population derived from BM settle and give rise to 7R^+^ ILC1s in the liver during neonatal period, as discussed previously (Sparano et al., 2022). Further investigations using a specific tracing approach such as fate-mapping of BM iILC1s are required to determine their precise developmental potency.

Development and maintenance of ILCs strictly depend on their resident tissue microenvironments, called niche (Ikuta et al., 2021; Kotas and Locksley, 2018; McFarland and Colonna, 2020; Murphy et al., 2022). IL-15 is a cytokine crucial for G1-ILC homeostasis. IL-15-producing cells shape the niches for G1-ILCs within various tissues via the IL-15/IL-15Rα transpresentation (Cepero-Donates et al., 2016; Cui et al., 2014; Liou et al., 2014; Mortier et al., 2009), yet IL-15 niches specific for ILC1s remained unclear. Using a combination of imaging and cell-specific IL-15 knockout approaches, we unveil the parenchymal origins of 7 R^−^ ILC1s as well as FL G1-ILCs and identify hepatocytes as an IL-15-producing niche supporting 7 R^−^ ILC1 development. Parenchymal distribution of FL G1-ILCs, reminiscent of FL hematopoietic stem cells (HSCs) (Khan et al., 2016; Lewis et al., 2021), might be partly due to the immaturity of hepatic vasculature in that period. Since FL G1-ILCs and FL HSCs are also similar in that they eventually infiltrate into blood vessels (Lewis et al., 2021), it would be of interest to address the mechanism underlying their neonatal dynamics. In addition, it is still unclear why hepatocyte-derived IL-15 has such a local effect despite many fenestrae and the lack of a basement membrane on liver sinusoids. One possible explanation is that the transpresentation of IL-15/IL-15Rα by hepatocytes may require direct contact to target cells, as dendritic cells do (Mortier et al., 2008). Given that hepatocytes prominently express *Il15ra* gene and its deletion results in the reduction of whole IL-15-dependent lymphocytes in the liver (Cepero-Donates et al., 2016), it is also possible that hepatocytes may produce IL-15Rα as a soluble form, that binds to other cell-derived IL-15 to exert non-local effects.

Traditionally, ILC1s are regarded as less cytotoxic than NK cells in mice, whereas recent studies have challenged this theory (Dadi et al., 2016; Di Censo et al., 2021; Kansler et al., 2022; Nixon et al., 2022; Yomogida et al., 2021). Our study provides two possible explanations for this discrepancy. First, the age of mice selected for analysis influence the composition and overall cytotoxicity of ILC1s. We and others (Chen et al., 2022; Friedrich et al., 2021; Nixon et al., 2022) showed that ILC1s were heterogenous in their cytotoxicity. Due to the age-dependent reduction of highly cytotoxic 7 R^−^ ILC1s, the overall cytotoxicity of ILC1s in the liver should decline with age. Second, the effector program of 7 R^−^ ILC1s differ from NK cells in its nature, especially in terms of cytokine responsiveness. Freshly isolated NK cells exhibit low expression of cytotoxic molecules and only minimal cytotoxicity (Fehniger et al., 2007), while stimulation by IL-15 confers granzyme B expression and cytotoxicity on NK cells via mTOR-dependent metabolic reprogramming (Marçais et al., 2014; Nandagopal et al., 2014). Conversely, we show that 7 R^−^ ILC1s exhibit prominent granzyme B-mediated cytotoxicity via mTOR activity at steady state, though they are less responsive to cytokines than NK cells and 7R^+^ ILC1s. These findings suggest that 7 R^−^ ILC1s are ‘ready-to-kill’ sentinels that contribute to the tonic immune surveillance, which is followed later by the response of activated and proliferated NK cells and 7R^+^ ILC1s. While the meaning of the predominance of such a cytotoxic subset especially in early life is unknown, it is possible that FL G1-ILCs and 7 R^−^ ILC1s play some physiological roles in the early liver development or maturation by eliminating unnecessary cells.

Taken together, our study provides insight into the complex ILC1 ontogeny by revealing relationships among heterogenous ILC1 subsets, their developmental dynamics, and niche dependence. Our findings highlight the intrinsic cytotoxic programs of 7 R^−^ ILC1s unlike NK cells, proposing them as critical steady-state sentinels against infection prevention and tumor surveillance and bringing the possibility of local therapeutic targeting of ILC1 function.

## Materials and methods

### Mice

C57BL/6 J mice were purchased from Japan SLC (Hamamatsu, Japan). *Il7*^−/−^ mice were obtained by *Il7*^fl/fl^ mice developed in our laboratory (Liang et al., 2012) with Cre-mediated germ-line deletion. *Zbtb16*^IRES-EGFP-Cre^ knock-in (KI) mice (PLZF^GFPcre^ mice) (Constantinides et al., 2014) were provided by Dr. M. Miyazaki at Kyoto University and crossed with Rosa26-YFP mice (Srinivas et al., 2001). RORα knockout (*Rora*^−/−^) mice were generated by CRISPR/Cas9 gene editing in our laboratory and will be reported in detail elsewhere. *Cxcr6*^GFP/+^ KI mice were provided by Dr. H. Ohno. Alb-Cre transgenic (Tg) mice (Postic et al., 1999) kindly supplied by Dr. Mark A. Magnuson at Vanderbilt University, *Lyve1*^Cre^ KI mice (Pham et al., 2010) kindly supplied by Dr. Jason Cyster at University of California San Francisco, and Lyz2-Cre Tg mice were bred with *Il15*^flox/flox^ (*Il15*^fl/fl^) mice, which were generated in our laboratory (Cui et al., under review). Ncr1-CreERT2 Tg mice (Nabekura and Lanier, 2016) were provided by Dr. T. Nabekura and Dr. Lewis L. Lanier and crossed with Rosa26-tdTomato (Madisen et al., 2010) mice. For fetal experiments, the noon when the vaginal plug was detected was considered as embryonic day (E) 0.5. All mice were maintained under specific pathogen-free conditions in the Experimental Research Center for Infectious Diseases at the Institute for Life and Medical Sciences, Kyoto University. All procedures were carried out under sevoflurane or isoflurane anesthesia to minimize animal suffering. All mouse protocols were approved by the Animal Experimentation Committee of the Institute for Life and Medical Sciences, Kyoto University.

### Cell preparation and isolation

To protect ILC1s from NAD^+^-induced cell death (NICD) (Stark et al., 2018), mice were intravenously (i.v.) injected with 40 μg ARTC2.2 blocking nanobody (BioLegend, San Diego, CA, USA) 30 min before sacrificing the mice in several experiments. Fetal liver, adult liver, spleen, peripheral (axillary, brachial, and inguinal) lymph nodes, and mesenteric lymph nodes were dissociated mechanically and passed through 70 μm cell strainers (Greiner Bio-One, Milan, Italy). Adult liver leukocytes were then separated by centrifugation through 40% Percoll. Peritoneal cavity was washed by 5 mL of PBS and the wash fluid was extracted using a syringe and a 21 G needle (Terumo Corporation, Tokyo, Japan). BM cells were obtained by flushing out the marrow fraction of femurs and tibias. To collect salivary gland cells, submandibular and sublingual glands were minced with scissors and incubated at 37℃ for 1 hr in RPMI 1640 medium containing 10% fetal bovine serum, 1 mg/mL collagenase D, and 50 μg/mL DNase I (Sigma-Aldrich, St. Luis, MO, USA). The cell suspension was filtered through a 70 μm cell strainer and purified using 40% Percoll. For the isolation of intestinal lamina propria lymphocytes, small intestines were flushed out and Peyer’s patches were excised. The intestines were opened longitudinally, cut into 1 cm pieces, and incubated at 37℃ for 30 min in PBS with 5 mM EDTA to remove epithelial cells. The incubated pieces were then minced and digested by RPMI 1640 medium containing 10% fetal bovine serum, 1.25 mg/mL collagenase D, and 50 μg/mL DNase I. The tissue suspension was passed through a 70 μm cell strainer and lymphocytes were purified by 40% Percoll.

### Flow cytometry and cell sorting

Following fluorescent dye- or biotin-conjugated antibodies (BioLegend, San Diego, CA, USA; Thermo Fisher Scientific, Waltham, MA, USA; BD Bioscience, San Jose, CA, USA; TONBO Biosciences, San Diego, CA, USA) were used: CD3ε (145–2 C11), NK1.1 (PK136), NKp46 (29A1.4), CD49a (HMα1), CD49b (DX5), IL-7Rα (A7R34), CXCR6 (SA051D1), TRAIL (N2B2), CD69 (H1.2F3), CD200R (OX-110), CXCR3 (CXCR3-173), CD25 (PC61), Thy-1.2 (30-H12), KLRG1 (2F1/KLRG1), CD11b (M1/70), CD62L (MEL-14), Eomes (Dan11mag), T-bet (4B10), CD45.1 (A20), CD45.2 (104), CD45 (30-F11), Ki-67 (SolA15), Bcl-2 (BCL/10C4), CD31 (MEC13.3), LYVE-1 (LVY7), CD122 (TM-β1), Ter119 (Ter119), F4/80 (BM8), Gr-1 (RB6-8C5), CD19 (6D5), B220 (RA3-6B2), TCRb (H57-597), FcεRI (MAR-1), PD-1 (29 F.1A12), α4β7 (DATK32), Sca-1 (E13-161.7), c-Kit (2B8), Flt3 (A2F10), granzyme B (NGZB), granzyme C (SFC1D8), FasL (MFL3), Ly49E/F (CM4), p-S6 (D57.2.2E), p-STAT5 (47), and p-Akt (S473) (M89-61). Biotinylated monoclonal antibodies were detected with APC- or Brilliant Violet 421-conjugated streptavidin (Thermo Fisher Scientific). For intracellular staining of Eomes, T-bet, Bcl-2, Ki-67, and granzymes, cells were stained for surface antigens, fixed, permeabilized, and stained using Foxp3 Staining Buffer Set or IC Fixation Buffer (Thermo Fisher Scientific). For intracellular staining of p-S6, p-STAT5, and p-Akt (S473), cells were stained for surface antigens, fixed, permeabilized, and stained using BD Phosflow Buffer (BD Biosciences). Flow cytometry and cell sorting were performed on BD FACSVerse or BD LSRFortessa X-20 flow cytometers (BD Biosciences) and BD FACS Aria Ⅱ or Aria Ⅲ cell sorters (BD Biosciences), respectively. Data were analyzed on FlowJo software (FlowJo, Ashland, OR, USA). Debris and dead cells were excluded from analysis by forward and side scatter and propidium iodide (PI) gating. In figures, values in quadrants, gated areas, and interval gates indicate percentages in each population.

### Fate-mapping experiment

Fate-mapping of ILCPs in BM or FL were performed as described previously (Constantinides et al., 2014). In brief, 1×10^4^ YFP^−^Lin^−^Sca1^+^c-Kit^+^ (LSK) cells isolated from BM or FL of PLZF^GFPcre/+^ Rosa26-YFP mice were injected i.v. into lethally (9 Gy) irradiated CD45.1 WT mice to remove the random YFP labelling occurred prior to the hematopoiesis. The recipient mice were analyzed 5 weeks after the transplantation. Straight PLZF^GFPcre/+^ Rosa26-YFP mice were also analyzed to confirm the results. For fate-mapping of FL G1-ILCs in Ncr1-CreERT2 Rosa26-tdTomato mice, 4 mg tamoxifen (Sigma-Aldrich) was intraperitoneally injected into pregnant mothers at E17.5. Neonatal (postnatal day 0–4) and 4 weeks old pups were analyzed.

### RNA sequencing (RNA-seq) and data analysis

For bulk RNA-seq, freshly sorted G1-ILC populations (1×10^3^ cells) were lysed with Buffer RLT (Qiagen, Hilden, Germany) and purified with RNAClean XP (Beckman Coulter, Brea, CA, USA). Double strand cDNA was synthesized, and sequencing libraries were constructed using SMART-seq HT Plus kit (Takara Bio, Otsu, Japan). Sequencing was performed with 150 bp paired-end reads on the Illumina HiSeq X sequencer (Illumina, San Diego, CA, USA). fastp (Chen et al., 2018) was used to assess sequencing quality and to exclude low-quality reads and adaptor contaminations. Reads were mapped on the mouse reference genome (mm10) using HiSat2. The read counts were determined at the gene level with featureCounts. Normalization of gene expression levels and differential gene expression analysis were performed using DESeq2. Genes were considered as differentially expressed genes (DEG) when they had an adjusted p (p_adj_) value <0.05 and fold changes >1.0. Metascape (Zhou et al., 2019) and gene set enrichment analysis (GSEA, Broad Institute) was used for enrichment analysis. For reanalysis of single nuclei RNA-seq (snRNA-seq) data of whole liver cells in mice (Liver Cell Atlas; https://www.livercellatlas.org/), normalization, scaling, and UMAP clustering using first 5 dimensions in principal component analysis (PCA) of scaled count matrix were performed on R package Seurat 4.0.2.

### In vitro stimulation

Bulk liver leukocytes (1×10^6^ cells) were cultured with RPMI 1640 medium containing 10% FBS, 50 μM 2-mercaptethanol, and 10 mM HEPES (pH7.4). For in vitro stimulation of G1-ILCs, cells were cultured with either 100 ng/mL IL-15, 50 ng/mL IL-12 and IL-18, 20 μg/mL plate-bound antibody for NK1.1 (PK136), NKp46 (29A1.4), NKG2D (CX5), or 2B4 (m2B4 (B6)458.1) (all purchased from BioLegend), or 5×10^5^ Hepa1-6 cells. After 8 hr, all cells were stained with relevant antibodies for flow cytometry.

### In vivo treatment

For in vivo stimulation of G1-ILCs, mice were administrated intraperitoneally (i.p.) with 2 μg IL-15/IL-15Rα complex (the RLI form as in Mortier et al., 2008, provided by Dr. J. M. Dijkstra) once a day. After 18 hr, liver cells were isolated and analyzed by flow cytometry to detect cytotoxic molecule expression. For rapamycin treatment, 30 μg rapamycin in 100 μL corn oil was injected i.p. into mice 18 hr before the analysis.

### Intrasplenic injection

A small incision was made on the left flank of anesthetized mice and the lower pole of the spleen was gently exposed. Cell suspension (50 μL) was slowly injected into the spleen by a 0.3 mL insulin syringe with a 29 G needle (BD Biosciences). Cotton wool was applied to the spleen for several minutes after the injection to stop bleeding.

### Adoptive transfer experiments

NK cells, 7 R^−^ ILC1s, 7R^+^ ILC1s, and BM iILC1s (2×10^4^–5×10^4^ cells) and FL G1-ILCs (1×10^5^ cells) were sorted from adult and E18.5 CD45. 1 WT mice, respectively. Each G1-ILC population was adoptively transferred into CD45.2 WT mice by intrasplenic injection. At the indicated time points, cells were isolated from the liver of recipient mice and analyzed by flow cytometry. To assess the stability and the proliferation capacity of 7 R^−^ ILC1s and 7R^+^ ILC1s in inflammatory conditions, CD45.2 WT mice were injected with indicated G1-ILC populations labeled by Cell Proliferation Dye (CPD) eFluor 450 (Thermo Fisher Scientific) (day 0) followed by the administration of 2 μg IL-15/IL-15Rα at days 1, 3, and 5. After 7 days, liver leukocytes of recipient mice were analyzed.

### Immunofluorescence

Whole FL of WT mice or hepatic lobes of adult *Cxcr6*^GFP/+^ mice were fixed with 4% paraformaldehyde (PFA) at 4℃ for 6 hr, embedded in Optimal Cutting Temperature compound (Sakura Finetechnical, Tokyo, Japan), and sliced with a cryomicrotome (Leica CM3050S, Wetzlar, Germany). Tissue sections were stained at room temperature for 1 hr with primary antibodies as follows: biotin-anti-CD31, rabbit polyclonal IgG anti-LYVE-1 (RELIATech, Braunschweig, Germany), and goat polyclonal IgG anti-NKp46 (R&D, Minneapolis, MN, USA). Following secondary antibodies (BioLegend) were used: Dylight 488 anti-rabbit IgG, Alexa Fluor 555 anti-rabbit IgG, Alexa Fluor 647 anti-goat IgG, Brilliant Violet 421 anti-rabbit IgG, Dylight 649 anti-rat IgG, and PE anti-rat IgG. Biotinylated antibodies were detected with FITC-, PE-, or Brilliant Violet 421-conjugated streptavidin (Thermo Fisher Scientific). Stained sections were then mounted using PermaFluor Aqueous Mounting Medium (Thermo Fisher Scientific) and examined by a TCS SP8 confocal microscope (Leica) with HC PLAPO CS2 20×/0.75 IMM or HC PLAPO CS2 40×/1.30 OIL object lenses. Multiple image stacks (10–20 μm) were acquired with two times of frame averaging and maximum projection was then performed on using LAS X software (Leica).

### Intravascular staining

PE/Cy7 anti-CD45.2 antibody (clone: 104) (2 μg) was injected intravenously (i.v.) into mice 2 min before the perfusion and liver dissection. Isolated liver leukocytes were stained with fluorophore-conjugated antibodies of interest in addition to APC/Cy7 anti-CD45 antibody (clone: 30-F11) and analyzed by flow cytometry.

### Parabiosis

Female CD45.1 and CD45.2 congenic C57BL/6 J mice were surgically conjoined as previously described (Gasteiger et al., 2015). In brief, lateral skin from elbow to knee of each mouse was sutured, forelimbs and hindlimbs were tied together, and the skin incisions were closed using surgical adhesive. After 60 days of surgery, mice were analyzed by flow cytometry.

### Cell lines

Hepa1-6 cells were purchased from RIKEN BioResource Center (RIKEN BRC, Tsukuba, Japan), which is authenticated by STR profiling (https://www.cellosaurus.org/CVCL_0327). B16F10 cells were provided by Dr. T. Honjo at Kyoto University. Both cell lines were confirmed to be mycoplasma negative before use, and were maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% FBS, 2 mM L-glutamine, and antibiotics.

### In vitro killing assay

For time-lapse killing assays, 2×10^2^ Hepa1-6 cells or B16F10 cells were labeled by CPD eFluor 450 and pre-incubated with RPMI 1640 medium (without phenol red) containing 10% FBS, 10 mM HEPES (pH7.4), antibiotics, and 1 μg/mL PI on 96-well round bottom plates. Freshly sorted liver NK cells, 7 R^−^ ILC1s, or 7R^+^ ILC1s (2×10^3^ cells) were added to the plates and co-cultured with tumor cells. Time-lapse imaging was performed using a BZ-X710 microscope (Keyence, Osaka, Japan) with CFI Plan Apo λ 10×and CFI Plan Fluor DL 10×objective lenses at a 20 min interval for up to 6 hr. To determine the contribution of effector molecules, 50 nM concanamycin A (CMA), 10 μg/mL anti-TRAIL antibody (N2B2), or 10 μg/mL anti-FasL antibody (MFL3) were supplemented and compared to vehicle-supplemented controls. Tumor cell viability was defined by the ratio of the CPD^+^PI^−^ viable tumor cell number at each time point to the viable tumor cell number at the beginning of the imaging and represented as the moving average of three consecutive time points. Image analysis and cell counts were performed using BZ-X Analyzer (Keyence). For killing assay of YAC-1 cells (provided by Dr. M. Hattori at Kyoto University), 2×10^4^ freshly sorted liver NK cells, 7 R^−^ ILC1s, or 7R^+^ ILC1s were co-cultured for 4 hr with 2×10^3^ CPD eFluor 450-labeled YAC-1 cells in RPMI 1640 medium containing 10% FBS, 10 mM HEPES (pH7.4), and antibiotics. After culture, YAC-1 cells were stained with FITC-conjugated Annexin V and PI (MEBCYTO-Apoptosis Kit, MBL) and the ratio of Annexin V^+^PI^+^ apoptotic cells were analyzed by flow cytometry.

### Statistical analysis

Statistical differences were evaluated by the two-tailed unpaired Student’s *t*-test and one-way or two-way analysis of variance (ANOVA) using GraphPad Prism 8 (GraphPad Software, San Diego, California, USA). Asterisks in all figures indicate as follows: *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

## Data Availability

Sequencing data generated in our RNA-seq experiments have been deposited in Gene Expression Omnibus (GEO) under accession code GSE205894. The following dataset was generated: IkutaK AsahiT 2022Lineage heterogeneity underlies the multiple origins and functions of type 1 innate lymphoid cellsNCBI Gene Expression OmnibusGSE205894 The following previously published dataset was used: GuilliamsM BonnardelJ HaestB VanderborghtB 2022Spatial proteogenomics reveals distinct and evolutionarily-conserved hepatic macrophage nichesNCBI Gene Expression OmnibusGSE19274210.1016/j.cell.2021.12.018PMC880925235021063

# Supplementary material for: Liver type 1 innate lymphoid cells lacking IL-7 receptor are a native killer cell subset fostered by parenchymal niches
**Source:** eLife. 2023 Jun 22;12:e84209. doi: 10.7554/eLife.84209
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. | “Data availability” subsection in Acknowledgements section |  |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Materials and Methods section |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods section |  |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Materials and Methods section |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. |  | N/A |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. |  | N/A |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Not done |  |
| Randomisation |  | N/A |
| Blinding |  | N/A |
| Inclusion/exclusion criteria |  | N/A |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. | Indicated in figure legends |  |
| Define whether data describe technical or biological replicates. | Data describe biological replicates |  |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. |  | N/A |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | All protocols were approved by the Animal Experimentation Committee of the Institute for Life and Medical Sciences, Kyoto University (reference number for approval: A20-2-5, A21-3-2, A22-4). |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. |  | N/A |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Provided in Materials and Methods section. |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Provided in Materials and Methods section and in “Data availability” subsection in Acknowledgements section |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | “Data availability” subsection in Acknowledgements section |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. | Materials and Methods section |  |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Materials and Methods section |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. |  | N/A |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. | Materials and Methods section |  |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

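RNA was sequenced from sorted group 1 ILCs and NK cells of mice in 25 libraries of 8 groups: FL G1-ILCs (4 libraries), AL 7R- ILC1s (4), AL 7R+ ILC1s (3), BM iILC1s (3), BM NK cells (3), AL NK cells (2), LPL ILC1s (4) and SG G1-ILCs (2). The authors trimmed the reads with fastp 0.23.0, aligned them to mm10 with HISAT2 2.1.0 and counted them with featureCounts of Subread 1.6.5. The deposited count table holds 46078 genes by Ensembl identifier, in whole numbers of reads. Its annotation release and its settings for strand and for reads of several places are not stated. Identifiers were matched to the names and positions of GENCODE vM21, and the 849 without a match hold 0.104% of the counts. The other assays of the study were not analysed here.

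Totals ran from 2302643 to 7995906 counts per library, and log2 counts of replicates correlated at 0.937 to 0.988. Of 29 pairs of replicates, FL G1-ILCs replicates 2 and 3 had a chi-square per degree of freedom of 1.18 (1.16 after all libraries were thinned to one depth). The other 28 pairs had 3.51 to 12.4. The 2 libraries were therefore counted once, with their counts summed, which leaves 24 samples. This departs from the fit with 4 libraries of FL G1-ILCs that was planned before the data were examined, and that fit was run as an alternative.

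Counts were scaled by TMM in edgeR 4.0.16 under R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, which left 13424 genes in the fits of 6 groups with 18 samples and 14123 in those of 8 groups. A gene was called at an adjusted p under 0.05 from edgeR's quasi-likelihood test. The paper also asks for a fold change over 1.0, which was read literally as no further limit. Fig. 1E draws lines at a log2 fold change of 1, so the limit may be meant on that scale. That reading was run as an alternative. Levels are normalized CPM with SD over samples, and the level of a list is the sum over its genes on that scale. The 2 libraries of AL NK cells take their spread from all groups of the fit. There were 11 comparisons: each of FL G1-ILCs, AL 7R- ILC1s, AL 7R+ ILC1s and BM iILC1s with AL NK cells, 3 direct pairs, the mean of AL 7R+ ILC1s and BM iILC1s with the mean of FL G1-ILCs and AL 7R- ILC1s, the difference between bone marrow and liver in the effect of ILC1s over NK cells, and LPL ILC1s and SG G1-ILCs each with 1 liver subset. A count of 0 was read against a limit of 3 counts over the group.

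Lists of 23 kinds of genes were written before the data were examined, and 1 of their genes was not found. They were tested with camera of limma 3.58.1 at a correlation of 0.01 between genes, and again with the correlation estimated from the data, in 244 tests adjusted together, of which 89 were called and 35 kept with an estimated correlation. The set of the RORA pathway, written from general knowledge, was also tested with the rotation test fry of limma and with fgsea 1.28.0. Principal components and distances used the 3000 most variable genes in log2 CPM with a prior count of 2. The text names the genes that the paper names, apart from some that are not reported here, and, per comparison, up to 8 genes per direction with the largest change among called genes whose groups do not overlap (a condition not applied to the difference between bone marrow and liver) and whose average log2 CPM is at least 5. Members of the lists are named where they carry a result, and these, such as *Ltb4r1*, *Il22*, *Areg*, *Calca*, *Mpo*, *Elane* and *C1qa*, were picked after their values were seen.

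The procedure was tested on simulated data of the same sizes. For AL 7R+ ILC1s against AL 7R- ILC1s, 15 of 65 genes changed by 1.5-fold were called, 39 of 65 changed by 2.0-fold and 49 of 62 changed by 4.0-fold, with 5 false calls among 108. For AL 7R- ILC1s against AL NK cells the numbers were 13 of 66, 22 of 64 and 51 of 60, with 2 false calls among 88. Camera gave a p under 0.05 for 1 of 100 unchanged simulated lists. That check does not cover the correlation between genes of the real lists, where 35 of 89 calls were kept with an estimated correlation. Alternatives were DESeq2 1.42.0 in place of edgeR, RLE size factors, no filter and a stricter filter, replicate numbers as a block, only the groups of a comparison, all 25 libraries, libraries thinned to one depth, stricter thresholds, and leaving out each library in turn. Replicate numbers were not treated as pairs. After the group means were taken off, libraries of different groups with the same number had a mean correlation of -0.00473 (p = 0.747 by permutation of the numbers within groups) and those with different numbers 0.00176, and 10 of 25 libraries correlated best with one of their own number, where permutation gave a mean of 7.18 (p = 0.184). Chosen after the data were seen were the permutation of replicate numbers and FL G1-ILCs replicates 2 and 3 counted once. For the principal components, so were linear counts with RLE size factors and separate libraries, and linear counts without the 10 genes of highest variance. The exact counting intervals were added after the first results. Also chosen after results were seen were the tests of digestion, LPL ILC1 distance, myeloid precursors, macrophage transcripts and cell cycle genes.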

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

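The tests of digestion and of the distance of LPL ILC1s were chosen after the levels of the dissociation genes had been seen. The remaining comparisons were set before the data were examined.

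In 122 checks of groups of 4 samples, 3 held a sample far from the others, where chance gives about 1 in 20. *Fasl* was 537.4 CPM in AL 7R- ILC1 replicate 2 and 484 to 489 in the other 3. *Eomes* was 111.1 in LPL ILC1 replicate 4 and 23.1 to 37.0 in the others. The summed level of the RORA set was 2547 in LPL ILC1 replicate 3 and 3018 to 3114 in the others. Which summed lists pass depends on the scaling, since shares of the total count in place of normalized CPM gave transcription factors, JAK-STAT genes and sex-linked genes instead of the RORA set. That scale was corrected after these values were seen.

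The effect of being an ILC1 rather than an NK cell was compared between bone marrow (BM iILC1s over BM NK cells) and liver (AL 7R+ ILC1s over AL NK cells) by edgeR's quasi-likelihood test, and 515 of 13424 genes differed, 276 upward and 239 downward in bone marrow relative to liver. This count was 330 without AL NK replicate 1. The difference in log2 fold change was 3.50 for *Eomes* (-3.85 in bone marrow and -7.35 in liver), 4.01 for *Klra4* (-7.45 in bone marrow and -11.46 in liver), 3.43 for *Klra8* (-6.08 in bone marrow and -9.51 in liver) and 4.42 for *S1pr5* (-3.90 in bone marrow and -8.32 in liver), so that these NK cell genes fell less in bone marrow. It was 3.74 for *Il7r* (8.34 in bone marrow and 4.61 in liver), 1.37 for *Il18rap* (-0.08 in bone marrow and -1.46 in liver) and 0.69 for *Tbx21* (0.34 in bone marrow and -0.35 in liver). It was -4.77 for *P2rx7* (1.801 in bone marrow and 6.57 in liver), -2.27 for *Cd3g* (3.05 in bone marrow and 5.31 in liver), -3.08 for *Cd200r1* (4.47 in bone marrow and 7.56 in liver) and -1.95 for *Tnfsf10* (2.45 in bone marrow and 4.40 in liver), so that these rose less in bone marrow. Among granzymes it was -1.69 for *Gzma* (-4.17 in bone marrow and -2.48 in liver), -1.99 for *Gzmb* (-2.25 in bone marrow and -0.26 in liver) and -4.69 for *Gzmc* (1.39 in bone marrow and 6.08 in liver). The adjusted p for these 14 genes ran from 8.97e-07 to 0.00145. The liver value of *Klra4* rests on 5 counts over all libraries of AL 7R+ ILC1s. The paper describes BM iILC1s as immature, so tissue and maturity differ together in this contrast and cannot be told apart. Summed, the NK cell signature was 3043 ± 210 (n = 3) CPM in BM iILC1s and 1361 ± 80.5 (n = 3) in AL 7R+ ILC1s, and its source was not tested. Of 24 NK cell signature genes, 19 differed upward and 1 downward (22 and 1 when adjusted over the list alone; camera adjusted p = 4.37e-27, kept with an estimated correlation). Of 22 ILC1 signature genes, 3 differed upward and 8 downward (4 and 9 when adjusted over the list alone; camera adjusted p = 0.00214, kept with an estimated correlation). Of 28 homing genes, 11 differed upward and 6 downward (15 and 7 when adjusted over the list alone; camera adjusted p = 6.63e-04, kept with an estimated correlation).

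Markers of other cells may enter this contrast. In BM iILC1s, 12 of 15 myeloid and 8 of 11 T cell markers were higher than in AL NK cells. As a sum, T cell markers did not single out BM iILC1s. The sum was 1682 ± 162 (n = 3) CPM in BM iILC1s, 1527 ± 37.6 (n = 3) in AL 7R+ ILC1s and 1566 ± 87.2 (n = 4) in AL 7R- ILC1s. It was 1271 ± 39.2 (n = 3) in FL G1-ILCs and 782.5 ± 59.6 (n = 2) in AL NK cells. Single markers did differ, such as *Cd3e* at 157 in BM iILC1s and 18.4 in AL 7R- ILC1s. In the contrast of bone marrow and liver, 0 of the 15 myeloid markers passed, also when adjusted over the list alone. Of the T cell markers, 1 differed upward and 1 downward (the same when adjusted over the list alone). Of 9 erythroid markers 2 differed upward (3 when adjusted over the list alone). Camera called all 3 lists (adjusted p = 0.0434, 0.0157 and 0.0161), and none was kept with an estimated correlation (adjusted p = 0.306, 0.165 and 0.38). *Hba-a1*, one of the 2 erythroid genes, was 43.6 ± 48.1 (SD, n = 3) CPM in BM iILC1s, 0.489 ± 0.470 (n = 3) in BM NK cells and 8.84 ± 12.5 (n = 2) in AL NK cells, with 0 counts in AL 7R+ ILC1s. Its call (adjusted p = 0.042) was lost in thinned libraries, without any one library of AL 7R+ ILC1s or of BM NK cells, without BM iILC1 replicate 1 or 3, and without AL NK replicate 1. The paper gates G1-ILCs as negative for CD3 and positive for NK1.1 and NKp46. How many of the 515 genes come from such cells was not tested and stays open.

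In the contrast of bone marrow and liver 5 further genes passed, each with a call that left-out libraries could end. *S100a6* differed by 0.93 (standard error 0.21, adjusted p = 0.0121), and by 0.76, adjusted p = 0.109 without AL NK replicate 2. *Tcf7* differed by 1.07 (standard error 0.27, adjusted p = 0.0263), and did not pass without AL 7R+ ILC1 replicate 1 (0.97, adjusted p = 0.0711) or 2 (0.97, adjusted p = 0.0742), BM iILC1 replicate 3 (0.96, adjusted p = 0.0753), BM NK replicate 2 (1.06, adjusted p = 0.0603) or 3 (0.98, adjusted p = 0.0646), or AL NK replicate 1 (0.66, adjusted p = 0.351). *Serpinb9b* differed by 3.73 (standard error 0.87, adjusted p = 0.0143), and did not pass with DESeq2 (adjusted p = 0.123) or without BM iILC1 replicate 1 (3.34, adjusted p = 0.064) or 3 (3.28, adjusted p = 0.0692), or AL NK replicate 2 (3.50, adjusted p = 0.0507). *Itga2* differed by 1.12 (standard error 0.27, adjusted p = 0.0184), and did not pass in a fit of all 25 libraries (adjusted p = 0.115) or without AL 7R+ ILC1 replicate 1 (1.00, adjusted p = 0.0524) or 3 (0.99, adjusted p = 0.0528), BM NK replicate 2 (1.01, adjusted p = 0.0615), or AL NK replicate 1 (adjusted p = 0.0744) or 2 (1.12, adjusted p = 0.0674). *Il2rb* differed by -0.40 (standard error 0.10, adjusted p = 0.0238), and did not pass without AL 7R+ ILC1 replicate 1 (-0.37, adjusted p = 0.0692), BM iILC1 replicate 3 (-0.35, adjusted p = 0.0589), BM NK replicate 1 (-0.38, adjusted p = 0.0551) or AL NK replicate 2 (-0.31, adjusted p = 0.177).

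LPL ILC1s and SG G1-ILCs are outside the comparisons of Fig. 1E and were tested here against liver subsets. LPL ILC1s differed from AL 7R+ ILC1s in 7204 of 14123 genes, 3498 higher and 3706 lower. Chance is unlikely here, since 1 of 35 splits of the samples, the real one, reached 7204, and no other gave a count above 4329. The groups did not overlap in 48.4% of genes, where chance gives 5.71%. *Vegfa* was 497 ± 68.8 (SD, n = 4) CPM in LPL ILC1s and 0.315 ± 0.152 (n = 3) in AL 7R+ ILC1s, and *Adam19* 5.56 ± 1.72 and 133 ± 29.8. Of 5 tested ILC2 markers, 4 were higher in LPL ILC1s (4 when adjusted over the list alone; median log2 fold change 4.32, camera adjusted p = 0.00144, kept with an estimated correlation), and their summed level was 474 ± 71.8 against 2.51 ± 1.05. Most of that sum was *Areg* (273 ± 87.0) and *Calca* (183 ± 43.0), which lie at the same end of the first principal component as *Fos*, *Fosb* and *Atf3*. *Il1rl1* and *Hs3st1*, the other 2 of the 4, were at 12.4 and 3.45. Transcription factors of lymphocytes had a median of 0.62, with 14 higher and 5 lower (the same when adjusted over the list alone; camera adjusted p = 0.00263, kept with an estimated correlation). SG G1-ILCs differed from AL 7R- ILC1s in 4581 genes, 2515 higher and 2066 lower, with no overlap in 48.7%, where chance gives 13.3%. NK cell signature genes had a median of 2.102 there, with 13 higher and 2 lower (14 and 2 when adjusted over the list alone; camera adjusted p = 1.02e-04, kept with an estimated correlation).

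Immediate early and heat shock genes were high in both of these groups. Of 28 tested genes of the response to tissue dissociation, 26 were higher in LPL ILC1s than in AL 7R+ ILC1s and 27 in SG G1-ILCs than in AL 7R- ILC1s (the same when adjusted over the list alone), with medians of 3.02 and 3.04, and camera adjusted p = 7.61e-20 and 3.79e-27, kept with an estimated correlation. Their summed level was 44360 ± 5329 in LPL ILC1s and 32920 ± 2232 in SG G1-ILCs. *Fos* was 446 ± 73.2 in LPL ILC1s and 1776 ± 66.0 in SG G1-ILCs, and 11.5 ± 7.22 in BM NK cells, the highest of the others. The lowest library of the 2 groups had 4.53 times the summed level of the highest library of the other 6. Enzymatic digestion of these tissues may raise such genes, and so may the tissue itself, and the 2 cannot be told apart because the same samples differ in both. On the log2 scale the distance of LPL ILC1s from AL 7R+ ILC1s fell by 1.73% without the list, from 132.9 to 130.6, but leaving out the 19 genes that differ most, as many as the list has among the 3000, lowers it by 3.67%, so that this decides nothing. The levels of these genes at sorting were not measured, and a difference in the tissues' cells stays open.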

How the results depend on the processing

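Chosen after seeing the data were linear counts with RLE size factors and separate libraries, and linear counts without the 10 genes of highest variance. The test made without proliferation genes was also chosen after its result was seen. The other alternatives were set before. The fit with FL G1-ILCs replicates 2 and 3 kept separate was planned before the data were examined. It became an alternative when these replicates were counted once, a choice made after the data were seen.

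Over 603 results for named genes, no direction reversed past the threshold under any setting; 9285 values kept their call, 179 lost it and 63 gained it. RLE size factors changed 1 of them, FL G1-ILCs replicates kept separate 1, while no filter lost 5 and gained 22, the replicate block lost 12 and gained 3, and DESeq2 lost 8 and gained 2. Counts of called genes stayed within 1.5 times the reported ones under RLE size factors, no filter, a stricter filter, the replicate block, DESeq2, thinning and FL G1-ILCs replicates kept separate. With the replicate block the counts in the order of comparisons below were 2822, 5149, 2201, 1696, 712, 6055, 1174, 4126, 448, 6885 and 4339.

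A log2 fold change over 1 as a further limit left 1651 genes for AL 7R- ILC1s, 2920 for FL G1-ILCs, 1327 for AL 7R+ ILC1s and 967 for BM iILC1s against AL NK cells, 401 for AL 7R+ ILC1s and 3073 for FL G1-ILCs against AL 7R- ILC1s, 614 for AL 7R+ ILC1s against BM iILC1s, 1435 between the means of the pairs, 329 for the tissue difference, 4271 for LPL ILC1s and 2684 for SG G1-ILCs. Genes shared by the 4 subsets then numbered 367, and those of FL G1-ILCs and AL 7R- ILC1s only 209. An adjusted p under 0.01 left 1546 for AL 7R+ ILC1s and 1144 for BM iILC1s against AL NK cells, 471 for AL 7R+ ILC1s against AL 7R- ILC1s, 721 for AL 7R+ ILC1s against BM iILC1s and 264 for the tissue difference. These limits call fewer genes by construction. Of 89 calls of gene lists, 35 remained with an estimated correlation.

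Leaving out each library in turn gave 1599 to 2249 genes for AL 7R+ ILC1s and 1163 to 1676 for BM iILC1s against AL NK cells, and 330 to 506 for the tissue difference. The lowest counts came without AL NK replicate 1 or 2 (1599 for AL 7R+ ILC1s without replicate 1, 1173 and 1163 for BM iILC1s without replicate 1 and 2, 330 for the tissue difference without replicate 1). Such a fit leaves AL NK cells with 1 library, assumed to vary like the other groups. The other 8 counts stayed within 1.5 times the reported ones.

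The share of the first principal component (31.4%) was 35.0% with 500 genes, 40.0% after a variance stabilizing transformation, 68.0% on the linear scale, 64.5% there without the 10 genes of highest variance, 69.9% with RLE size factors and separate libraries, 34.4% with 6 groups, 33.4% without proliferation genes and 27.6% to 32.6% without each library. The ratio of distances from FL G1-ILCs to AL 7R- ILC1s and to AL NK cells (0.968) was 0.945 with 500 genes, 0.986 with all genes, 0.940 on the linear scale, 0.947 there with RLE size factors and separate libraries, 0.979 with unit variance, 0.973 with 6 groups, 0.841 without proliferation genes, 0.942 by 1 minus Pearson, 0.943 on the first 3 components, and 1.02, which reversed it, on the linear scale without the 10 genes of highest variance. Without each library it ran from 0.955 to 0.983. The ratio of distances from AL 7R+ ILC1s to BM iILC1s and to AL 7R- ILC1s (1.13) reversed to 0.522 on the linear scale, 0.879 there without the 10 genes and 0.526 with RLE size factors and separate libraries, and moved to 1.32 by 1 minus Pearson and 1.87 on the first 3 components, and without each library ran from 1.12 to 1.17. The set of the RORA pathway was called by the rotation test fry alone, with a p of 0.00281 in a range of 0.00281 to 0.764. Apart from the limits on p and fold, the cause was not tested.

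At these sizes the simulated test found 15 of 65 changes of 1.5-fold for AL 7R+ ILC1s against AL 7R- ILC1s. For AL 7R- ILC1s against AL NK cells it found 13 of 66. Of changes of 2.0-fold it found 39 of 65 and 22 of 64. Thinned to one depth, the libraries gave 801 genes for AL 7R+ ILC1s against AL 7R- ILC1s, where 852 were called at full depth, and further depths were not tried.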

Differences from the paper's values

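The setting with RLE size factors and separate libraries and the one without 10 genes were chosen after the values were seen. The tests made without proliferation genes and without dissociation genes were also chosen after results were seen. The other alternatives were set before the data were examined.

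The first principal component held 31.4% of the variance here, and the paper's value is about 70% in Fig. 1F, read by eye. Among the alternatives set before the data were examined, linear normalized counts gave 68.0% and no longer differed. The share still differed with 500 genes, all genes, a variance stabilizing transformation, unit variance, 6 groups, without proliferation genes, without dissociation genes, in thinned libraries and without each library in turn. It no longer differed either with linear counts, RLE size factors and separate libraries (69.9%) or with linear counts without the 10 genes of highest variance (64.5%), both chosen after seeing the values.

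The third component held 13.3% here, and the paper's value is about 5.9% in Fig. 1F, read by eye. Linear normalized counts, set before the data were examined, gave 6.39% and no longer differed, while the other settings named above still differed. Linear counts with RLE size factors and separate libraries, chosen after seeing the values, gave 5.88% and no longer differed, and linear counts without the 10 genes of highest variance, also chosen after seeing the values, gave 9.78% and did. The second component (19.5%), the normalized read counts and the log2 fold changes read from the figures did not differ. A share or a read count was taken to differ when it was over 1.5 times the paper's value, or the reverse, and also further from it than the SD (for a share, the SD over the analyses without each library), and a log2 fold change when its sign differed or it was further away than 0.5 or its standard error, whichever was larger.

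The paper places FL G1-ILCs close to AL 7R- ILC1s and AL 7R+ ILC1s close to BM iILC1s. On the log2 scale FL G1-ILCs lay nearest to BM NK cells (111.5, against 119.7 for AL 7R- ILC1s), and AL 7R+ ILC1s lay nearest to AL 7R- ILC1s (76.2, against 86.4 for BM iILC1s). On the linear scale FL G1-ILCs lay nearest to AL 7R- ILC1s (15530) and AL 7R+ ILC1s to BM iILC1s (5589), as in the paper, and also with RLE size factors and separate libraries, a setting chosen after seeing the values. On the linear scale without the 10 genes of highest variance, also chosen after seeing the values, AL 7R+ ILC1s lay nearest to BM iILC1s (4921), but FL G1-ILCs lay nearest to BM NK cells (10760), and AL 7R- ILC1s (11920) was the farthest of the other 5 groups of liver and bone marrow. BM iILC1s lay nearest to AL 7R+ ILC1s on both scales. On the log2 scale FL G1-ILCs lay nearest to AL 7R- ILC1s (96.4) after 732 genes, proliferation genes or genes correlated with *Mki67*, were left out, and as 100% of these were higher in FL G1-ILCs than in AL 7R- ILC1s, leaving them out brings the pair closer by construction.

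The paper reports the set of RORA targets as enriched in AL 7R+ ILC1s. The permutation test of fgsea gave a normalized enrichment score of 1.45 with p = 0.0824, against about 1.8 in Fig. 2D, read by eye. Camera gave an adjusted p = 0.393. The rotation test fry, which compares the set with no other genes, called it, with a p of 0.00281. The genes of the set were written from general knowledge, so they can differ from those of the paper. *Rora* itself was higher in AL 7R+ ILC1s, as the paper states, with a log2 fold change of 2.17.

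The paper gives *Kit* as higher in AL 7R+ ILC1s and BM iILC1s than in the other subsets. It was higher than in FL G1-ILCs and AL 7R- ILC1s, but not called against AL NK cells in AL 7R+ ILC1s (0.34 (standard error 0.58, adjusted p = 0.771)) or in BM iILC1s (1.22 (standard error 0.59, adjusted p = 0.198)) by edgeR's quasi-likelihood test; in BM iILC1s it was called with no filter on low counts (adjusted p = 4.16e-04), and the other alternatives besides leaving out a library did not call it. *Il7r*, *Il2ra* and *Icos* were higher than in AL NK cells in both.

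In Fig. 1E the paper marks *Gzmb*, *Klra5*, *Arid3a*, *S100a6*, *Cd3d*, *Il18rap*, *Il18r1*, *Il7r*, *Tcf7* and *Kit* as changed in FL G1-ILCs and AL 7R- ILC1s only. Of these 10, *Klra5* and *Kit* were called in that pair only. *Il18rap* and *S100a6* were called the same way in AL 7R+ ILC1s and BM iILC1s too, *Arid3a*, *Il18r1* and *Tcf7* in AL 7R+ ILC1s, and *Cd3d* in BM iILC1s. *Il7r* was called the opposite way in AL 7R+ ILC1s and BM iILC1s, and *Gzmb* in BM iILC1s. With a log2 fold change over 1 as a further limit, *S100a6* (0.63 in AL 7R+ ILC1s and 0.61 in BM iILC1s), *Il18r1* (-0.84 in AL 7R+ ILC1s) and *Tcf7* (-0.80 in AL 7R+ ILC1s) are left in FL G1-ILCs and AL 7R- ILC1s only. The genes it marks as changed in all 4 subsets were called in all 4.

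The paper describes *Gzmk* and *Gzmm* as undetectable in ILC1s. *Gzmm* was 2.75 ± 0.884 CPM in AL 7R+ ILC1s and 2.58 ± 0.682 in AL 7R- ILC1s, with a count in each library, and *Gzmk* 1.53 ± 1.23 in AL 7R- ILC1s. In AL 7R+ ILC1s *Gzmk* had 3 counts, and *Gzmf* and *Gzmn* had at most 4 in either group, as the paper states.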

Other observations

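The tests of myeloid precursors, of macrophage transcripts and of cell cycle genes were chosen after the result was seen; the tests of splits, of a few genes on the linear scale (after the linear values themselves were seen) and of the myeloid library's effect on the calls were set before their results were.

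Other splits of the samples were compared with the real ones. Chance is unlikely in 3 comparisons, where 1 split, the real one, reached the count. For AL 7R+ ILC1s against AL 7R- ILC1s, 852 genes were called and at most 294 in the other of 35 splits. For FL G1-ILCs against AL 7R- ILC1s the counts were 6409 and at most 3575 in 35. The mean of AL 7R+ ILC1s and BM iILC1s against that of FL G1-ILCs and AL 7R- ILC1s had 4835 and at most 3276 in 100. A set of 35 splits cannot give a share below 1 in 35. The counts of 294 and 3575 came from splits with 3 samples swapped, close to the real split reversed. For AL 7R+ ILC1s against BM iILC1s the 10 splits are too few for a share under 0.05, with 1297 genes called and at most 1 in the others.

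On the linear scale AL 7R+ ILC1s lay nearer to BM iILC1s than to AL 7R- ILC1s, and on the log2 scale the order was the other way. A few genes of high level may decide the linear order. Without the 10 genes of highest variance the ratio of the distances rose from 0.522 to 0.879, so that the order was kept with most of its margin gone, and the test cannot tell. Tissue differs between AL 7R+ ILC1s and BM iILC1s, and an effect of it was not tested and stays open.

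Myeloid transcripts were high in BM iILC1s, and in FL G1-ILCs they varied between libraries. Of 15 tested myeloid markers, 12 were higher and 0 lower in BM iILC1s than in AL NK cells (14 and 0 when adjusted over the list alone; camera adjusted p = 1.56e-07, kept with an estimated correlation), and 12 were lower in AL 7R+ ILC1s than in BM iILC1s (14 when adjusted over the list alone; camera adjusted p = 6.21e-07, kept with an estimated correlation). The summed level was 980.5 ± 981 (SD, n = 3) CPM in BM iILC1s and 2.41 ± 0.185 (n = 2) in AL NK cells. It was 227 ± 243 (n = 3) in FL G1-ILCs, from 67.4 to 507, and 39.5 ± 31.8 (n = 4) in AL 7R- ILC1s. The highest library of FL G1-ILCs exceeded the lowest of BM iILC1s. In FL G1-ILCs, 10 of the 15 were higher than in AL NK cells (11 when adjusted over the list alone), and camera did not call the list (adjusted p = 0.0509). What part of the genes called in FL G1-ILCs comes from myeloid cells was not tested and stays open. BM iILC1 replicate 2 had *Mpo* at 783 and *Elane* at 231, where the highest of its other replicates had 0.849 for *Mpo*. The lower of the ratios of the 2 genes was 922, which is in line with RNA of myeloid precursors in that pool. This is a hypothesis found and tested on the same data, and sorting the pool a further time through the gate of NK1.1 and NKp46 would remove such cells. A single pool does not account for macrophage transcripts, since *C1qa* was 23.1, 21.1 and 25.7 in the 3 libraries and the median ratio of replicate 2 to the others over *C1qa*, *C1qb*, *C1qc* and *Cd74* was 0.841. Without that library 1014 genes were called for AL 7R+ ILC1s against BM iILC1s, and without each of the other 5 libraries of this comparison 946 to 1070, so that its count lies within the range of the others, and whether myeloid RNA gives part of the 1297 stays open.

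Genes correlated with *Mki67* could set the distance of FL G1-ILCs. Without 732 proliferation genes and genes correlated with *Mki67* the ratio of distances to AL 7R- ILC1s and AL NK cells was 0.841, but 100% of these genes were higher in FL G1-ILCs than in AL 7R- ILC1s, so that leaving them out lowers its distance whatever they do, and the test decides nothing.

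Markers of other cell types were summed in each group. Those of T cells were also high in the liver ILC1s, at 1566 ± 87.2 in AL 7R- ILC1s and 1527 ± 37.6 in AL 7R+ ILC1s. T cell markers ran from 681 ± 17.9 in SG G1-ILCs to 1817 ± 89.5 in LPL ILC1s, with 1682 ± 162 in BM iILC1s (scaled by the total count alone, 1417 in LPL ILC1s and 1746 in BM iILC1s, which is then the highest), and 8 of 11 were higher and 1 lower in BM iILC1s than in AL NK cells (10 and 1 when adjusted over the list alone; camera adjusted p = 1.17e-08, kept with an estimated correlation). B cell markers ran from 227 ± 17.2 in AL NK cells to 752 ± 4.22 in SG G1-ILCs, hepatocyte markers from 3.77 ± 0.771 in AL NK cells to 136 ± 27.1 in LPL ILC1s, and sex-linked genes from 338 ± 21.5 in FL G1-ILCs to 925 ± 97.3 in LPL ILC1s, and camera called none of these 3 lists in the comparisons run. Erythroid markers ran from 236 ± 54.6 in AL 7R+ ILC1s to 3236 ± 171 in LPL ILC1s, the latter mostly *Car2* (3234 ± 169.5), which other cells express too, and 3 of 9 were lower in AL 7R+ ILC1s than in BM iILC1s (6 when adjusted over the list alone; camera adjusted p = 0.00819, and adjusted p = 0.35 with an estimated correlation). Endothelial markers ran from 60.7 ± 16.8 in AL 7R+ ILC1s to 198 ± 24.1 in LPL ILC1s, and both tested ones were lower in AL 7R+ ILC1s than in BM iILC1s (also when adjusted over the list alone; camera adjusted p = 0.0124, and adjusted p = 0.0802 with an estimated correlation). Intestinal epithelial markers were 85.2 ± 24.3 in AL 7R- ILC1s, mostly *Epcam* (57.2 ± 18.4), against 27.5 ± 1.14 in AL 7R+ ILC1s, and both tested ones were lower in AL 7R+ ILC1s (also when adjusted over the list alone; camera adjusted p = 0.00714, and adjusted p = 0.0911 with an estimated correlation). In SG G1-ILCs, salivary gland markers summed to 538 ± 182 and 2 of 3 tested were higher than in AL 7R- ILC1s (2 when adjusted over the list alone; camera adjusted p = 0.00328, and adjusted p = 0.0541 with an estimated correlation), with *Pip* at least 3408-fold higher, against the limit of 3 counts over the group. *Il22*, from the list of ILC3 markers, was 106 ± 80.8 in LPL ILC1s, at least 265-fold higher than in SG G1-ILCs by the same limit. Myeloid markers summed to 2971 ± 74.4 in SG G1-ILCs, with 9 of 16 higher than in AL 7R- ILC1s (9 when adjusted over the list alone). Camera gave the myeloid list an adjusted p = 0.00145, and adjusted p = 0.106 with an estimated correlation.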
